# Transcriptional regulation of male-sterility in *7B-1* male-sterile tomato mutant

**DOI:** 10.1371/journal.pone.0170715

**Published:** 2017-02-08

**Authors:** Vahid Omidvar, Irina Mohorianu, Tamas Dalmay, Yi Zheng, Zhangjun Fei, Anna Pucci, Andrea Mazzucato, Vendula Večeřová, Michaela Sedlářova, Martin Fellner

## Abstract

The *7B-1* tomato (*Solanum lycopersicum* L. cv Rutgers) is a male-sterile mutant with enhanced tolerance to abiotic stress, which makes it a potential candidate for hybrid seed breeding and stress engineering. To underline the molecular mechanism regulating the male-sterility in *7B-1*, transcriptomic profiles of the *7B-1* male-sterile and wild type (WT) anthers were studied using mRNA sequencing (RNA-Seq). In total, 768 differentially expressed genes (DEGs) were identified, including 132 up-regulated and 636 down-regulated transcripts. Gene ontology (GO) enrichment analysis of DEGs suggested a general impact of the *7B-1* mutation on metabolic processes, such as proteolysis and carbohydrate catabolic process. Sixteen candidates with key roles in regulation of anther development were subjected to further analysis using qRT-PCR and *in situ* hybridization. Cytological studies showed several defects associated with anther development in the *7B-1* mutant, including unsynchronized anther maturation, dysfunctional meiosis, arrested microspores, defect in callose degradation and abnormal tapetum development. TUNEL assay showed a defect in programmed cell death (PCD) of tapetal cells in *7B-1* anthers. The present study provides insights into the transcriptome of the *7B-1* mutant. We identified several genes with altered expression level in *7B-1* (including *beta-1*,*3 glucanase*, *GA2oxs*, *cystatin*, *cysteine protease*, *pectinesterase*, *TA29*, and *actin*) that could potentially regulate anther developmental processes, such as meiosis, tapetum development, and cell-wall formation/degradation.

## Introduction

In flowering plants, male-fertility is a highly regulated process, which requires proper cellular differentiation in anthers and timely regulation of microsporogenesis. Male-sterility on the other hand has potential application in hybrid seed breeding and understanding its molecular mechanism is currently an important research topic in plant science [1]. Large number of male-sterile tomato mutants have been identified, however, in most cases the mutant gene(s) have not been precisely identified and often mapped only to a large genomic region [1,2,3]. A *polygalacturonase* gene is the only well characterized gene known so far, which is responsible for male-sterile phenotype of *ps-2* tomato mutant [1]. Male-sterile tomato mutants with desired agricultural traits are advantageous for hybrid seed breeding. Male-sterile mutants in tomato have been classified into functional, structural, and sporogenous classes [4]. For example, *positional sterile-2* (*ps-2*) tomato is a functional male-sterile mutant with defected pollen dehiscence [1]. *Stamenless-2* (*sl-2*) tomato is a structural mutant, which produces abnormal stamens with aborted microspores [5]. In sporogenous mutants, microsporogenesis could break down during meiosis, formation of tetrads or separation of microspores. In *male-sterile* (*ms*) *3* and *ms15* tomato mutants, pollen mother cells (PMC) collapse in pre-meiotic anthers [6]. In *ms5* and *ms1035* (allelic to *ms10*) tomato mutants, microsporogenesis beaks down at meiosis due to aberrant regulation of tapetal cells [4,7].

Several genes with key roles in anther development have been characterized in *Arabidopsis*, among those, *SPL*/*NZZ*, *EMS1*/*EXS*, and *TPD1* are essential for differentiation of anther wall cells [8–11], and *MS1* and *MS2* are required for pollen wall formation [11,12]. In rice, *GAMYB* [13], *MYB33*/*MYB65* [14], *DYT1* [15], *TDF1* [16], *AMS* [17,18], *MS1* [19], *PTC1* [20], *TDR-2* [21], *UDT1* [22], *TDR* [23], and *EAT1* [24] play key roles in tapetum development and regulation of microsporogenesis. Studies in tomato and rapeseed suggest that male-sterility is, in part, a manifestation of hormonal imbalance in flowers, particularly in stamens [25–27]. Male-sterility is also known to be regulated by environmental factors, i.e., temperature, and photoperiod [28,29], and it has been suggested that the effects of these external agents are mediated through hormonal changes [26].

In most angiosperms, the anther consists of four lobes, each containing four highly specialized layers (from outer to inner: epidermis, endothecium, middle layer and tapetum), which houses the reproductive cells [30]. The tapetal cells play an important physiological role as all nutritional materials entering the sporogenous cells either passes through or originates from the tapetum [31]. In addition, the tapetum produces callase, an enzyme which removes the callose around tetrads. Aberrant regulation of tapetum development has been often associated with male-sterile anther phenotypes [32]. Tapetum degeneration is proposed to be triggered by PCD processes during the late stage of pollen development, which in turn provide cellular contents supporting pollen wall formation and maturation. Rice *TDR* mutant exhibits delayed tapetal PCD and retarded degeneration, resulting in male-sterility [32].

The *7B-1* tomato mutant line (*Solanum lycopersicum* L. cv. Rutgers) was previously described as a photoperiod-dependent male-sterile line [33,34]. In long days (LD), the *7B-1* flowers are male-sterile, which produce shrunken stamens with no viable microspores, while in short days (SD), flowers are fertile, stamens are intact and produce viable pollen. Compared to the WT, the mutant shows reduced de-etiolation, has higher content of endogenous Abscisic acid (ABA), but less gibberellins (GAs), indole-3-acetic acid (IAA), and cytokinins (CKs), and is hypersensitive to exogenous ABA [35–37]. Seed germination and hypocotyl growth in *7B-1* mutant are more tolerant to various abiotic stresses, especially under blue light [36]. Molecular studies showed defects in blue light perception and hormonal balance in the *7B-1* mutant, associated with a large number of proteins being differentially expressed between *7B-1* and WT anthers [36,38]. A recent study by Omidvar and Fellner [39] showed distinct DNA methylation dynamics and transcriptional regulation in response to different light qualities and abiotic stresses between *7B-1* and WT seedlings. Several microRNAs (miRNAs) with key roles in regulation of anther development, male-sterility and stress-response in *7B-1* have been identified and characterized [40,41]. With primary effect of the *7B-1* mutation yet unknown, studies indicate that modulation of the *7B-1* mutation and its effect on the gene expression is coordinated through a complex interplay between light signalling components, hormonal balance and their crosstalk with miRNAs and DNA methylation programming, which all collectively tune the downstream gene expression associated with anther development and male-sterility in *7B-1* anthers.

The aim of our study is to gain a deeper insight into the molecular mechanism of male-sterility and transcriptional regulation of anther developmental processes in *7B-1* anthers. Using RNA-Seq, we identified a number of genes with potential key roles in regulation of anther development and microsporogenesis, which were differentially expressed between WT and *7B-1* anthers. Expression profiles of these candidate genes were further investigated at different developmental stages of *7B-1* anthers using qRT-PCR and *in situ* hybridization. Cytological studies showed differences between WT and *7B-1* anthers, including anther structure, callose deposition and tapetum development.

## Materials and methods

### Plant materials

*7B-1* mutant and WT seedlings (*Solanum lycopersicum* L., cv. Rutgers) were grown in long days (16/8 h light/dark) in temperature controlled growth chamber. Flower buds at different developmental stages, including buds smaller than 4–5 mm (pre-meiotic anthers; referred to as S1), equal to 4–5 mm (meiotic anthers; S2) and bigger than 4–5 mm (post-meiotic anthers; S3) were collected and anthers were dissected under a stereomicroscope. Stages of flower buds were selected according to Sheoran et al. [38] and confirmed by analysis of anther squashes. Gibberelic acid treatment was carried out by spraying (0.1 mM GA3) directly onto the *7B-1* buds at the panicle primordium stage and repeated once a week until the buds reached the length of ≥ 5 mm.

### RNA-seq analysis

Total RNA was extracted from WT and *7B-1* anthers at different stages using the RNeasy Plant Mini Kit (Qiagen). Samples were pooled separately in equimolar ratio and used for construction of sequencing libraries using the Truseq™ RNA Sample Prep Kit (Illumina, San Diego, CA, USA). Sequencing was carried out on the Illumina HiSeq™ 2000 platform. Short reads and low quality bases were trimmed using Trimmomatic [42]. The remaining reads were mapped to the ribosome RNA database [43] using bowtie [44], allowing up to 3 mismatches and rRNA-mapping reads were subsequently filtered out. The cleaned reads were then mapped (allowing 2 mismatches) to the tomato reference genome ITAG v2.5 release using TopHat2 [45]. Read counts were normalized using the FPKM (fragments per kilobase per million) approach [46]. Differential expression analysis was carried out using NOISeq [47] and presented as offset fold change (OFC), with an offset of 20 as described by Mohorianu et al. [48]. Genes with log_2_ (OFC) ≥ 1.5 and probabilities > 0.95 were identified as DEGs. Gene ontologies were assigned using the Blast2go tool (http://www.blast2go.com/b2ghome). Enrichment analysis was carried out using PANTHER [49].

### Quantitative PCR

qRT-PCR experiments were carried out using the SensiFAST SYBR Lo-ROX kit (Bioline). First-strand cDNAs were synthesized using the PrimeScript First Strand cDNA Synthesis kit (Takara). Gene-specific primers are listed in S2 Table. Data normalization was carried out using the *CAC* and *α-tubulin* housekeeping genes (data were shown only for *CAC*). PCR thermal cycles were set for initial denaturation at 95°C for 2 min, 40 cycles of 95°C for 5 s, followed by annealing/extension at 60°C for 20 s. Differential expression values were calculated as normalized fold changes of expression using the ΔΔCT method [50].

### Light microscopy

Cryosections were prepared as described previously [40]. In brief, flower buds were embedded in Paraplast^®^ Plus^TM^ and transversal sections of 8 μM thickness were cut using a Leica Ultracut R ultramicrotome (Leica Bensheim, Germany). Callose was detected by staining the tissue sections with 0.05% (w/v) aniline blue and visualized with fluorescence microscopy (λ_exc_ = 330-385nm, λ_em_ = 480nm; Olympus BX60). *In situ* hybridization assay was carried out as previously described [40]. Oligo-probes (S3 Table) with sequences complementary to the candidate genes and murine miR122a (as a negative control) were synthesized and DIG-labelled at 5'-end by Eastport (Eastport, Czech Republic). Probe concentration and hybridization temperature were experimentally optimized to 10 nM and 50°C, respectively. *In situ* localization signals were detected using light microscopy in a colorimetric-based reaction using DIG-specific antibodies coupled to alkaline phosphatase.

### TUNEL assay

Anther sections were washed in PBS (160 mM NaCl, 2.7 mM KCl, 8 mM Na_2_HPO_4_, 1.5 mM KH_2_PO_4_) for 5 min and incubated in 20 mg/mL proteinase K in proteinase K buffer (100 mM Tris-HCl, pH 8.0, and 50 mM EDTA) for 20 min at 37°C in a humid chamber. Sections were washed in PBS for 5 min and fixed in 4% (w/v) paraformaldehyde in PBS for 10 min. PBS wash was repeated twice, each for 5 min. Detection of nuclear DNA fragmentation was performed using Terminal deoxynucleotidyl transferase (TdT) dUTP Nick-End Labeling (TUNEL) assay (DeadEnd Fluorometric TUNEL system, Promega) according to the manufacturer’s instructions. Fluorescence signal in samples was analyzed by fluorescence microscopy (wavelength of 520 ± 20nm; Olympus BX60).

### Experimental design and statistical analysis

Experiments were conducted in three biological replicates and arranged in a completely randomized design. Analysis of the variance (ANOVA) and mean comparison using duncan new multiple range test (DNMRT p = 0.05) were carried out using the SAS software version 9.2.

## Results

### Callose degradation is perturbed in *7B-1* anthers

We have previously showed that anther maturation in *7B-1* was not synchronized and microsporogenesis was impaired partially in some anthers/lobes as evidenced by arrested microspores. In addition, some anthers had abnormal tapetum phenotype, where the tapetal cells were vacuolated and failed to degenerate [41]. In this study, callose localization was examined in WT and *7B-1* anthers during meiosis (Fig 1). At the early PMC stage, callose was detected around the PMCs in both WT and *7B-1* anthers (Fig 1A and 1D). Callose was also detected in WT and *7B-1* meiotic anthers around the tetrads (Fig 1B and 1E). With release of microspores from the tetrads in WT anthers, callose was completely degraded as evidenced by lack of the signal, while it persisted around the arrested microspores in *7B-1* anthers (Fig 1C and 1F). This result showed that callose degradation was perturbed in *7B-1* anthers at the end of meiosis, resulting in the arrested microspore phenotype.

**Fig 1:**
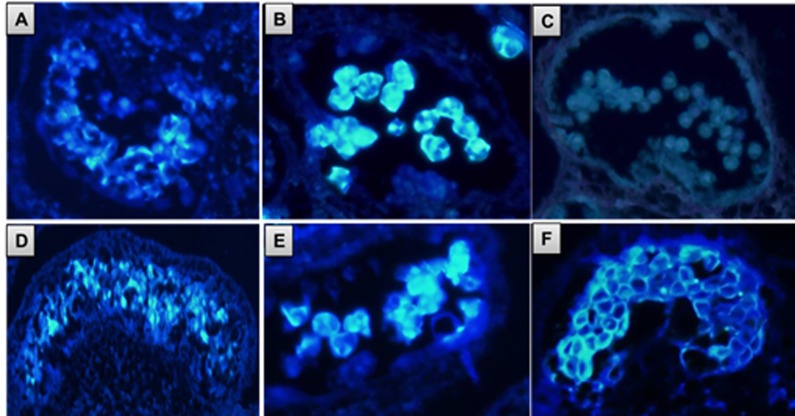
Callose deposition in WT (A, B, C) and *7B-1* (D, E, F) anthers. A, D: PMCs at early stage of meiosis. B, E: tetrad stage. C, F: microspores release stage.

### Aberrant regulation of tapetum PCD in *7B-1* anthers

The PCD in tapetal cells is characterized by cleavage of the nuclear DNA. To test if *7B-1* anthers are defective in PCD, we performed the TUNEL (terminal deoxynucleotidyl transferase–mediated dUTP nick-end labeling) assay (Fig 2). The assay measures nuclear DNA fragmentation, which can be visualized directly by fluorescence microscopy. Both WT and *7B-1* anthers undergoing meiosis showed TUNEL-negative signal (Fig 2A and 2E), indicating a lack of DNA fragmentation of nuclei at the PMC stage. At the tetrad stage, the TUNEL-positive signal was marginally detectable in WT tapetal cells, but not in *7B-1*, suggesting the onset of PCD in WT tapetum (Fig 2B and 2F). At the binucleate microspore stage, strong TUNEL-positive signal was detected in WT tapetal cells (Fig 2C), while a lack of the signal in *7B-1* tapetum indicated a delay or failure of PCD in these cells (Fig 2G and 2H). At the mature pollen stage, TUNEL-positive signal was detected in WT anthers in fully degenerated tapetal cells (Fig 2D), while a weak signal observed in *7B-1* anthers in the vacuolated tapetal cells and collapsed microspores (Fig 2I). These observations demonstrated that PCD in WT tapetum has commenced at the tetrad stage, while in *7B-1* anthers the tapetum was failed to degenerate due to retardation or defect of PCD.

**Fig 2:**
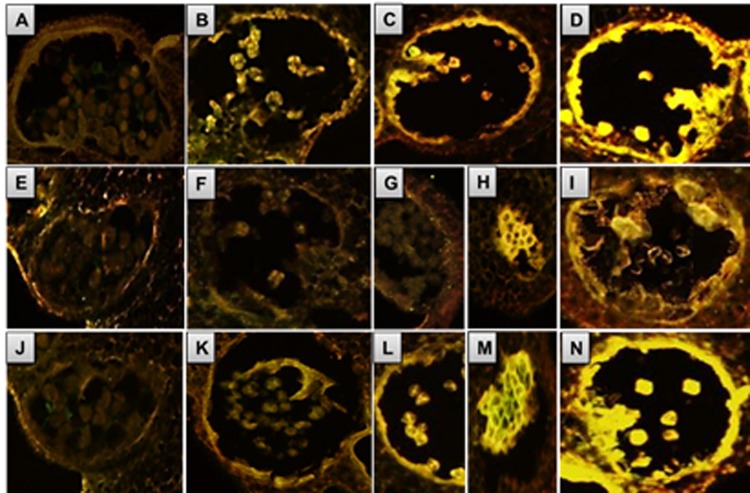
TUNEL assay in WT and *7B-1* anthers. Panels A, B, C, D: WT anthers at PMCs, tetrads, free binucleate microspores, and mature pollens stages, respectively. Panels E, F, G, H, I: *7B-1* anthers at PMCs, tetrads, free binucleate microspores, arrested binucleate microspores and mature pollens stages, respectively. Panels J, K, L, M, N: GA-treated *7B-1* anthers at the same stages as E-I.

As mentioned earlier, free microspores could be marginally formed in very few of the *7B-1* anthers/lobes, while in most of them, they were arrested and lysed. Strong TUNEL-positive signal was detected in the arrested microspores, but not in the tapetal cells of either free or arrested microspores phenotypes (Fig 2G and 2H). To test if GA3 could restore the timely PCD in *7B-1* tapetal cells, *7B-1* buds were treated with GA3 at the panicle primordium stage. GA3 restored the PCD of tapetal cells in anthers/lobes, which produced free microspores, but not in those showing arrested microspores (Fig 2L and 2M). These observations confirmed that GA is essential for triggering of PCD in *7B-1* tapetal cells.

### Expression profiling revealed genes associated with male-sterile phenotype of *7B-1* anthers

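RNA of anthers from WT tomato (cv. Rutgers) and from 7B-1, a male-sterile mutant of the same cultivar, was sequenced from plants grown in 16 h of light and 8 h of darkness. Anthers of buds smaller than, equal to and bigger than 4 to 5 mm were joined, so each value below is an average over 3 stages and no gene can be placed in a stage. The sample labels name 2 replicates of each genotype, while the tables used here hold 1 column of values per genotype. Differences between WT and 7B-1 therefore have no replicate check, and no test, p-value or SD was computed. The authors trimmed the reads, removed those matching rRNA, mapped the rest to the Heinz reference ITAG v2.5 and deposited, for 34725 genes, the raw counts, the RPKM and their ratio. The counts sum to 10246934 in the WT and 10279050 in 7B-1, beside the 10370234 and 10319965 mapped reads that Table 1 of the paper gives. The deposited RPKM are scaled by the mapped reads, and the folds here use that scale. A count above 0 was seen for 25976 genes in the WT and 25482 in 7B-1. An RPKM of at least 1 in either genotype was reached by 23030 genes, whose median count was 178 in the WT and 173 in 7B-1.
The paper's offset fold change (OFC) adds 20 to both expression values before their ratio is taken. A gene was counted as higher or lower in 7B-1 where its log2 OFC, computed here from the deposited RPKM, was at least 1.5 in size, without the probability that the authors took from NOISeq. With this offset no gene can pass that stays under 36.6 RPKM in both genotypes. Fold differences of named genes are given without the offset, from the counts, with an exact 95% (Clopper-Pearson) interval that covers counting error only. A count of 0 was set to a floor of 3 counts, and the fold is then a one-sided lower bound, less strict than the limit of a 95% interval. Genes were also grouped into 48 lists by words in their annotation, chosen after the authors' list of DEGs had been read. The median log2 OFC of each list was placed among 10000 random lists of the same size, matched on mean expression, where a percentile outside the central 95% marks a list that stands apart in this pair of libraries. The percentile gives no size of change, and a long list can stand apart with a very small median.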

Total RNA from anthers at three developmental stages of pre-meiosis, meiosis, and post-meiosis (designated as S1, S2, and S3) were pooled with equimolar ratio and used for construction of RNA-Seq libraries. Total of 14.1 and 13.9 million raw reads were sequenced for WT and *7B-1* libraries, respectively. After removal of short reads and rRNA matching reads, the clean reads were mapped (allowing 2 mismatches) to the tomato (cv. Heinz) reference genome ITAG v2.5. Read statistics are shown in Table 1. 

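In 7B-1 anthers 44 genes were higher and 230 were lower than in WT anthers by the rule of size on the log2 OFC, out of 23030 genes. Of the 10 largest rises in log2 OFC, 6 were genes of pathogenesis-related proteins and chitinases. The other 4 were an agmatinase (Solyc01g091170.2.1, 27.2 RPKM in the WT and 222 in 7B-1), a UDP-glucuronosyltransferase (Solyc12g057060.1.1, 6.86 RPKM in the WT and 105 in 7B-1), a carbonic anhydrase (Solyc02g067750.2.1, 100.5 RPKM in the WT and 518 in 7B-1) and a proteinase inhibitor II (Solyc11g020960.1.1, 336 RPKM in the WT and 1602 in 7B-1). By log2 OFC the 3 largest falls were in genes annotated as seed storage globulins. A 7S globulin (Solyc06g075290.2.1) was 167-fold lower (95% counting interval 122 to 235). A convicilin (Solyc06g075270.2.1) was 157-fold lower (interval 125 to 201) and a vicilin (Solyc06g075320.2.1) was 138-fold lower (interval 107 to 182). A pollen coat-like protein (Solyc02g089590.2.1) stood at 529 RPKM in the WT and 8.13 in 7B-1. Its neighbours by identifier, Solyc02g089570.2.1 and Solyc02g089580.2.1, carry no known function and were 197-fold and 56.5-fold lower. An ABA-inducible protein (Solyc02g082990.2.1) was 47.9-fold lower (interval 37.0 to 63.3). A glyceraldehyde-3-phosphate dehydrogenase (Solyc05g005820.2.1), an enzyme of glycolysis, was 49.5-fold lower (interval 41.0 to 60.3). The remaining places among the 10 largest falls in log2 OFC were taken by a pair of glucose transporter genes. Genes that were lower held 8.27% of all counts in the WT and 1.44% in 7B-1. Genes that were higher held 0.604% in the WT and 2.32% in 7B-1. Of the genes in the authors' deposited list of DEGs, 258 passed this rule on the deposited RPKM. The number depends on the offset: with 1 added in place of 20, 445 genes were higher and 1387 lower. Members of gene families, such as the globulins, may share reads where they are alike. This could not be examined here, so their separate values are uncertain.

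**Figure D1:**
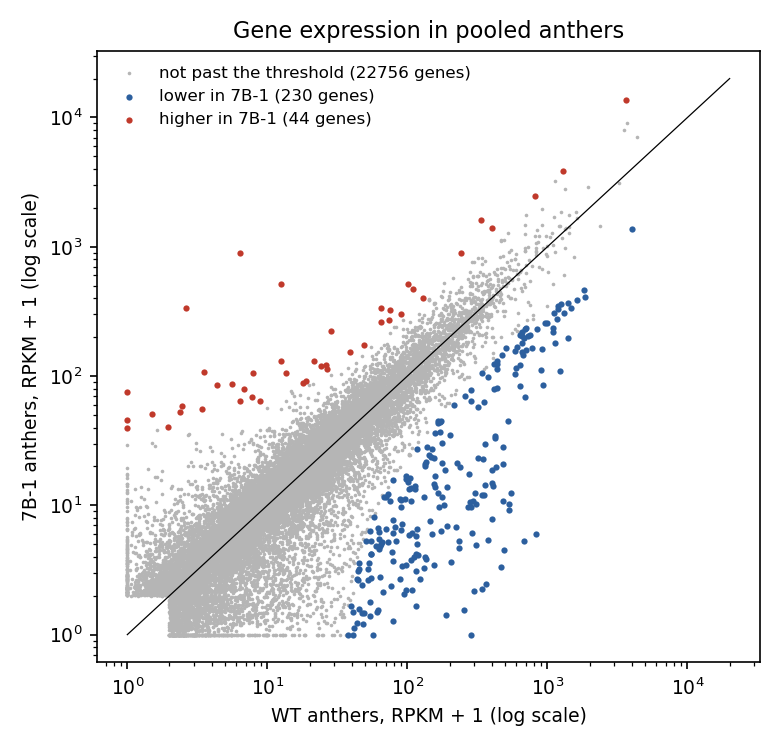
Expression of each gene with an RPKM of at least 1 in either genotype, as RPKM + 1 on log axes, in WT anthers (x axis) and 7B-1 anthers (y axis), with 1 value per genotype. The line marks equal expression, red points are the 44 genes that were higher in 7B-1 and blue points the 230 that were lower.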

We identified 768 DEGs, including 132 up-regulated and 636 down-regulated genes (S1 Table). To gain insight into functional categories of DEGs, gene ontologies were assigned based on the biological processes using BLAST2GO (Fig 3). The majority of both up- and down-regulated genes corresponded to three major biological classes, including metabolic process, single-organism process and cellular process.

**Fig 3:**
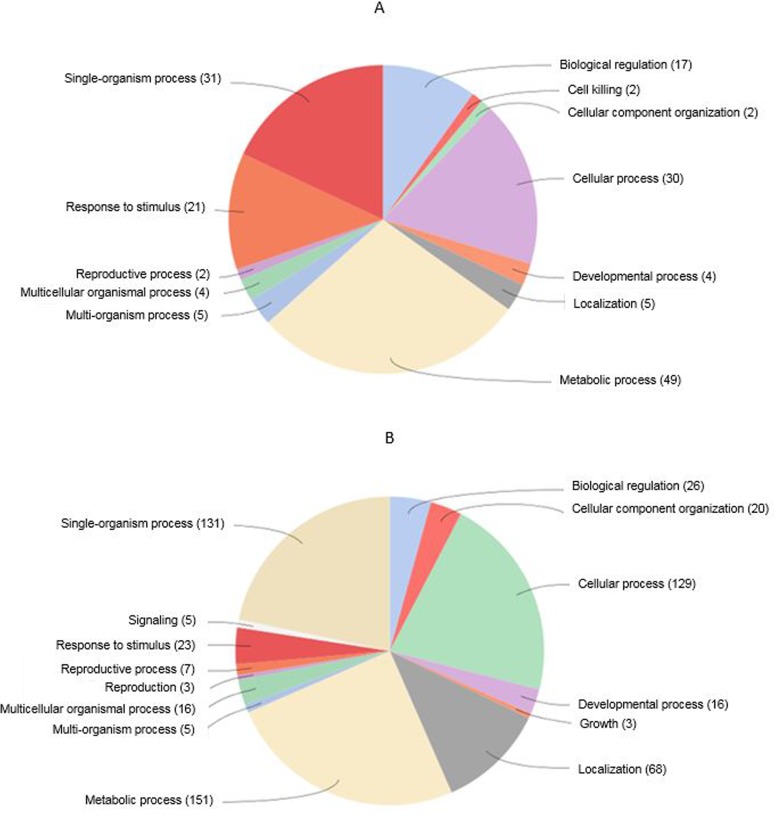
Gene ontology of DEGs. Up-regulated (A) and down-regulated (B) genes were categorized into different biological classes and numbers in the parenthesis indicate the frequency of members in each category.

**Table 1:** Read statistics in WT and *7B-1* libraries.

Sample	Total	Adaptor trimming		Removal of rRNA-matching reads			Genome-matching reads	
		Clean	%Clean	rRNA-matching	Clean	%Clean	Mapped	%Mapped
WT	14,116,742	12,882,309	91.26	370,592	12,511,717	97.12	10,370,234	82.88
*7B-1*	13,927,913	12,696,565	91.16	351,302	12,345,263	97.23	10,319,965	83.59

GO enrichment analysis was carried out in order to identify the major biological processes affected by the *7B-1* mutation. Thirty three and fifteen GO terms were over-represented (p<0.05) among up- and down-regulated DEGs, respectively (Fig 4). This indicates the broad effect of the *7B-1* mutation on transcriptional regulation of anther development, affecting diverse biological processes from regulation of proteolysis, defense response, response to stress to pectin catabolic and carbohydrate metabolic processes. 

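A set of abundant defense genes and proteinase inhibitors was higher in 7B-1 anthers, and a few genes for cell wall degradation were lower. Of 75 genes of pathogenesis-related proteins and chitinases, 10 were higher and 0 lower. A pathogenesis-related protein 1b (Solyc00g174340.1.1) went from 5.42 to 887 RPKM, 164-fold higher (95% counting interval 112 to 248). A PR-1 gene (Solyc00g174330.2.1) was 207-fold higher (interval 126 to 371), and another (Solyc09g007010.1.1), with 0 counts in the WT and 367 in 7B-1, was at least 123-fold higher at the floor of 3 counts. A pair of chitinases, enzymes that break down fungal cell walls, were 44.7-fold higher (interval 29.3 to 71.6) for Solyc10g017970.1.1 and 42.6-fold higher (interval 18.0 to 133) for Solyc10g017980.1.1. An endochitinase (Solyc02g082920.2.1) went from 11.6 to 129.7 RPKM. The list as a whole summed to 8502 RPKM in the WT and 20979 in 7B-1, and its median log2 OFC lay at percentile 100 of matched random lists.
Of 63 proteinase inhibitors, which block the proteolytic enzymes of plants, insects or microbes, 8 were higher and 2 lower. A Kunitz-type inhibitor (Solyc03g098710.1.1) was 4.30-fold higher (interval 3.97 to 4.65). In the opposite direction a proteinase inhibitor I (Solyc09g083430.1.1), with 639 counts in the WT and 0 in 7B-1, was at least 212-fold lower at the floor of 3 counts. The list summed to 17088 RPKM in the WT and 30962 in 7B-1 and lay at percentile 100. None of 76 heat shock proteins passed, their most abundant gene (Solyc09g010630.2.1) stood at 1069 RPKM in the WT and 1269 in 7B-1, and the list lay at percentile 96.5 (97.8 when the libraries were scaled by their median ratio).
Among genes of cell wall and callose breakdown, 2 of 34 polygalacturonases, which cleave pectin, were lower. Solyc00g030510.2.1 went from 1103 to 236 RPKM. This list lay at percentile 1.05, but inside the central range with 1 in place of 20 added (4.77). Of 19 beta-galactosidases, 2 were lower, with Solyc10g055470.1.1 at 1629.6 RPKM in the WT and 388 in 7B-1, while the median of the list lay at percentile 95.0 (98.2 without a minimum RPKM). Of 57 beta-1,3-glucanases, 1 was lower (Solyc05g054440.2.1, 5.19-fold lower, interval 4.96 to 5.44) and the list lay at percentile 93.6, or 99.2 among genes of at least 5 RPKM. None of 63 cellulose synthases and expansins passed (percentile 31.1). The paper reached its statement from the GO terms over-represented among its up- and down-regulated genes (Fig 4), which it reads as a broad effect of the mutation. GO terms were not tested here.

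**Figure D2:**
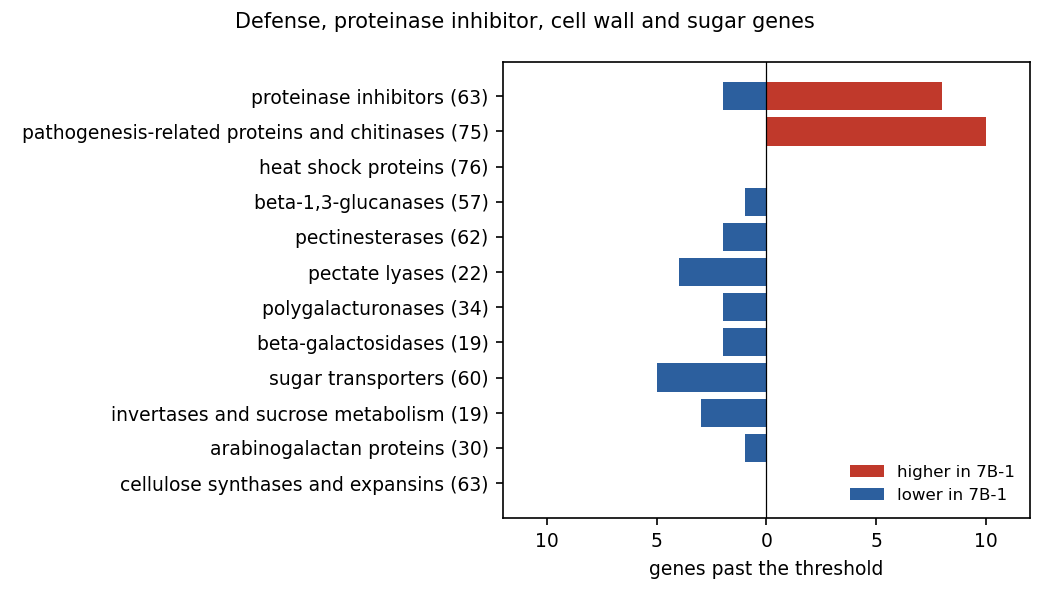
Number of genes past the threshold on the log2 OFC in lists of defense, proteinase inhibitor, cell wall and sugar genes, with red bars to the right for genes higher in 7B-1 and blue bars to the left for genes lower in 7B-1. The number of genes measured in each list is in brackets, and the longest bars are the 10 pathogenesis-related and chitinase genes and the 8 proteinase inhibitors that were higher.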

Although several biological processes were enriched, nonetheless it was difficult to point a direct link between any of the enriched terms (with exception of the pectin catabolic process) and the male-sterile phenotype of *7B-1* anthers. Therefore, we focused our attention to DEGs with putative roles in regulation of anther development in *7B-1* mutant based on their expression, annotation and literature search. Sixteen candidates (Table 2) with key roles in regulation of meiosis, tapetum development, and cell-wall formation/degradation were further examined using qRT-PCR and *in situ* hybridization.

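Of the 16 candidates, which the study chose on these libraries, 4 had more counts in 7B-1 anthers and 12 had fewer, and for each of them the counting interval of the ratio excluded equal expression. Enzymes of the beta-1,3-glucanase family hydrolyse callose, and which member acts at the tetrads was not tested. The candidate beta-1,3-glucanase (Solyc10g079860.1.1) had the largest ratio of those that were higher, with 40 counts in the WT and 369 in 7B-1. It was 9.27-fold higher (95% counting interval 6.68 to 13.2). Its log2 OFC was 1.20, short of the threshold, since it stood at only 3.73 RPKM in the WT and 34.5 in 7B-1. Polygalacturonase (Solyc07g044870.2.1) was 27.0-fold lower (interval 23.4 to 31.3) and beta-galactosidase (Solyc01g111540.2.1) was 32.5-fold lower (interval 27.6 to 38.6), and both passed the threshold with a log2 OFC of -3.51 and -2.92. In all, 8 candidates passed, 1 higher and 7 lower, and with an offset of 1 in place of 20, 16 passed. The candidates for beta-1,3-glucanase, gibberellin 2-oxidase, myosin XI, pyruvate dehydrogenase kinase, zinc finger and F-box stayed under 36.6 RPKM in both genotypes. With the offset of 20 such genes cannot pass at any fold, so the number that passed does not tell how many candidates changed. The paper's listed DEGs all have a log2 of at least 1.5 in size without the offset. Missing the threshold with the offset is therefore in itself no conflict with that list. Gibberellin 2-oxidase is an exception, since its values differ between the deposited tables. The list gives it 32.79 FPKM in the WT and 152.49 in 7B-1, a log2 OFC of 1.71 that would pass, and a probability of 0.98. The table of all genes gives it 4.09 RPKM in the WT and 17.5 in 7B-1, a log2 OFC of 0.64 and a probability of 0.943.

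**Figure D3:**
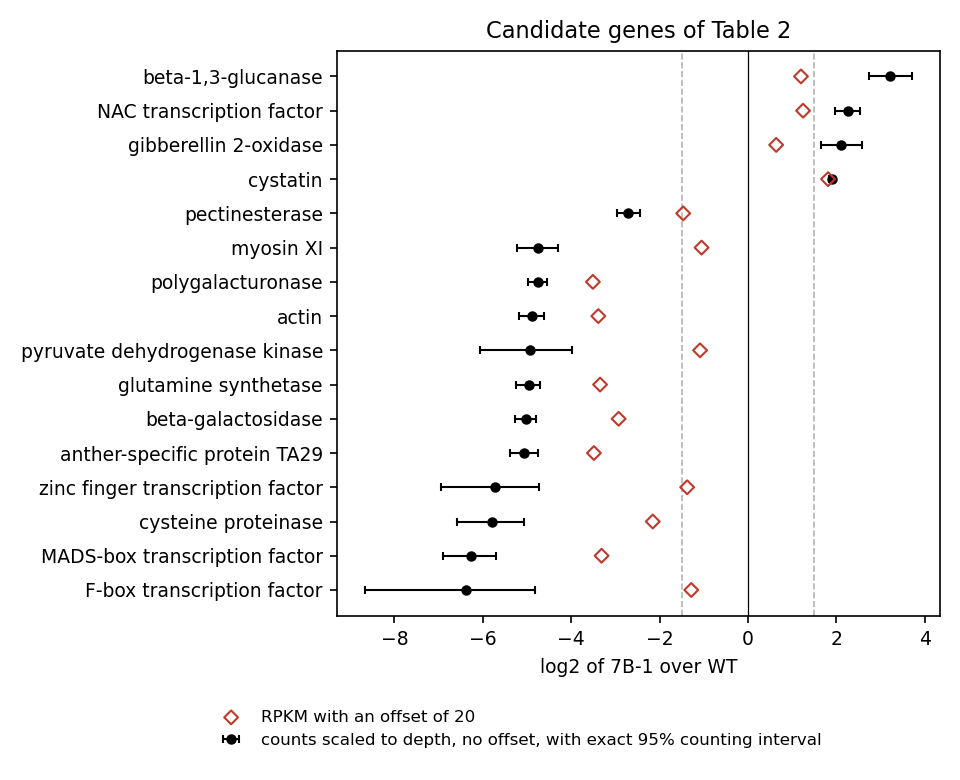
The log2 of expression in 7B-1 over WT anthers for the 16 candidates. Black points are the counts scaled to depth without an offset, with bars for the exact 95% counting interval, open diamonds the RPKM with an offset of 20, and dashed lines the threshold of 1.5 in either direction. Without the offset every candidate lies beyond the lines, and with it 8 do.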

**Fig 4:**
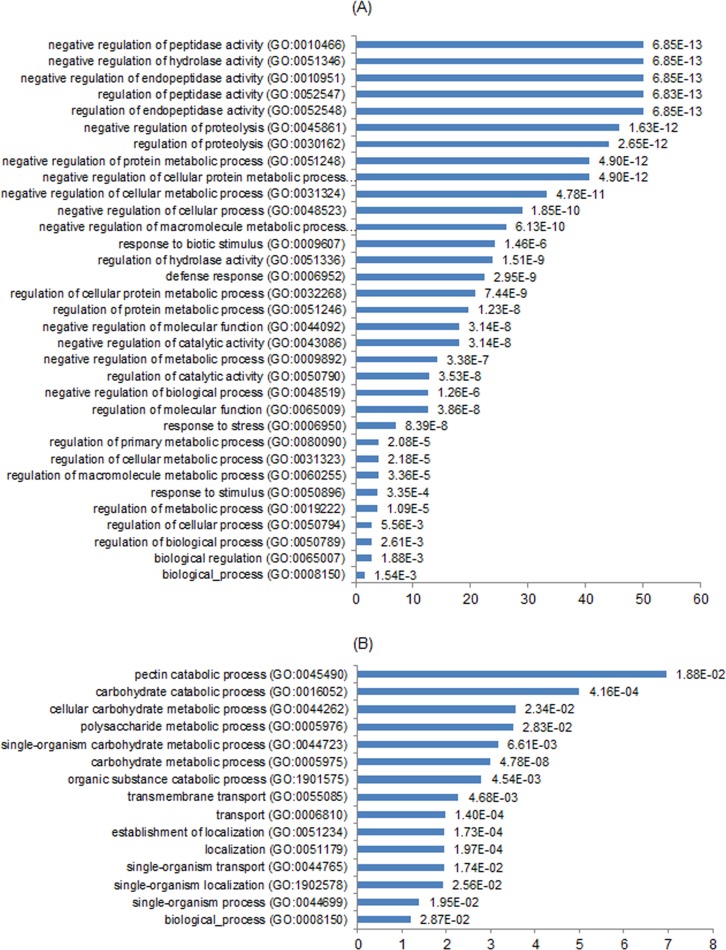
GO enrichment analysis of up- (A) and down-regulated (B) DEGs. Biological processes are listed on the Y-axis with their enrichment folds against all tomato genes (reference) presented on the X-axis. P-values are indicated for each GO term.

**Table 2:** List of DEGs with potential roles in anther development in *7B-1* mutant.

GeneID	Normalized reads		Statistics		Annotation
	WT	*7B-1*	DE	P-value	
Solyc10g079860.1.1	3.73	34.55	3.21	0.99	Beta-1,3-glucanase
Solyc04g005610.2.1	11.45	54.70	2.26	0.98	NAC transcription factor
Solyc00g071180.2.1	239.56	891.96	1.90	0.97	Cystatin
Solyc01g079200.2.1	32.79	152.49	1.70	0.98	Gibberellin 2-oxidase
Solyc05g052110.2.1	60.99	9.35	-2.74	0.99	Pectinesterase
Solyc06g008530.1.1	23.17	0.87	-4.64	0.99	Myosin XI
Solyc07g044870.2.1	358.24	13.27	-4.64	1.00	Polygalacturonase
Solyc12g098930.1.1	24.02	0.79	-5.06	0.99	Pyruvate dehydrogenase kinase
Solyc05g051250.2.1	271.66	8.71	-5.06	1.00	Glutamine synthetase
Solyc02g078370.1.1	307.04	9.23	-5.06	1.00	Anther-specific protein TA29
Solyc10g086460.1.1	291.50	9.83	-5.06	1.00	Actin
Solyc01g111540.2.1	172.06	5.29	-5.06	1.00	Beta-galactosidase
Solyc07g053460.2.1	75.02	1.37	-5.64	1.00	Cysteine proteinase
Solyc06g005180.1.1	33.48	0.63	-5.64	0.99	Zinc finger transcription factor
Solyc06g059970.2.1	204.97	2.67	-6.64	1.00	MADS-box transcription factor
Solyc06g059820.1.1	29.45	0.35	-6.64	0.99	F-box transcription factor

DE is differential expression values, which were calculated as log_2_-fold changes of the expression. Positive and negative values mean up- and down-regulation of expression in *7B-1*, respectively.

Candidate DEGs were validated using qRT-PCR at different developmental stages of *7B-1* anthers (Fig 5). Despite some quantitative differences in the expression levels, qRT-PCR results showed the same expression pattern as RNA-seq data. *Beta-1*,*3-glucanase* was up-regulated in S1, S2, and more strongly in S3. *NAC* was up-regulated in all stages. *Cystatin* and *gibberellin 2-oxidases* (*GA2ox*) were up-regulated with an increasing pattern during anther maturation. *Pectinesterase*, *myosin*, *polygalacturonase*, *pyruvate dehydrogenase kinase* (*PDK*), *beta-galactosidase*, and *zinc finger* were down-regulated in S1, S3, and more strongly in S2. *Glutamine synthetase* (*GS1*) was slightly up-regulated in S1 and S2, but strongly down-regulated in S3. *TA29* and *F-box* were down-regulated in S1 and S2, more strongly compared to S3. *Actin* was down-regulated in S1, very strongly in S2, but slightly up-regulated in S3. *Cysteine protease* was down-regulated S1, S2 and more strongly in S3. *MADS-box* was down-regulated more strongly in S2 and S3 compared to S1.

**Fig 5:**
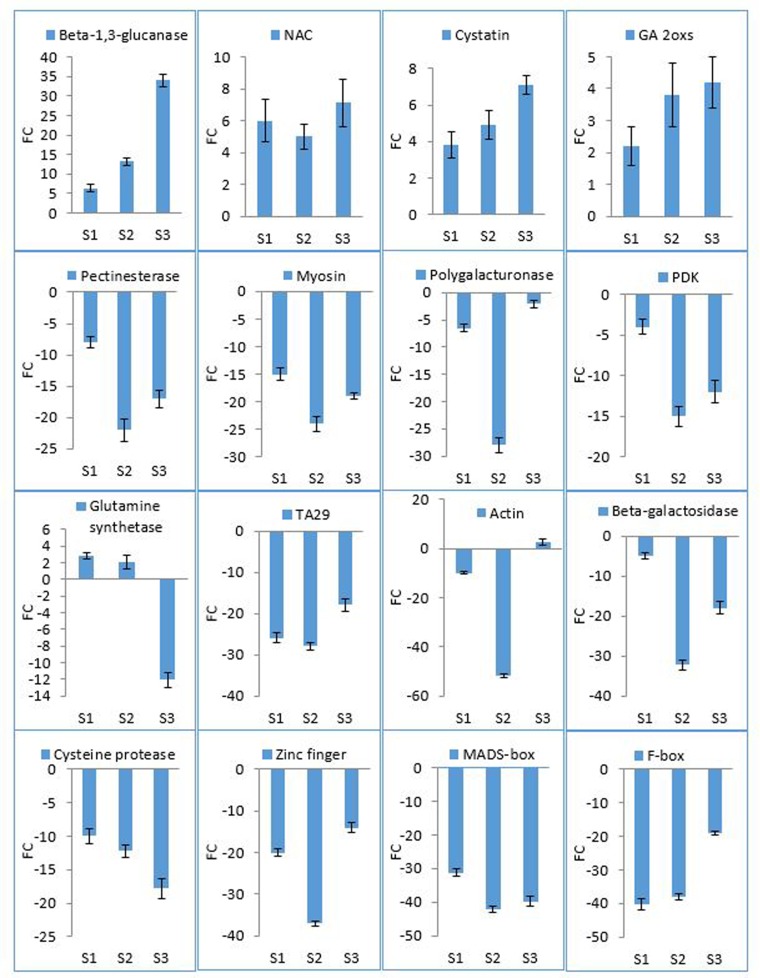
qRT-PCR analysis of DEGs in *7B-1* anthers. Expression changes are presented as normalized fold changes (FC) between *7B-1* and WT reference tissue. Positive and negative values indicate up- and down-regulation of the expression, respectively. Two-fold threshold was considered as a cutoff value for significant changes in the expression. Error bars represent standard errors of three biological replicates.

### Localization profile of DEGs in *7B-1* anthers

Fig 6 shows *in situ* localization of *beta-1*,*3 glucanase*, *GA2oxs*, *TA29*, and *pectinesterase* in WT and *7B-1* anthers. *Beta-1*,*3 glucanase* and *GA2oxs* were expressed in WT tapetum and binucleate microspores (Fig 6A and 6C), and more strongly in *7B-1* vacuolated tapetum and arrested microspores (Fig 6B and 6D). In WT anthers, *TA29* transcripts were localized in the tapetum, tetrads (Fig 6E), and the binucleate microspores (Fig 6F), while in *7B-1* anthers, they were localized in the tapetum, tetrads (Fig 6G), and the arrested microspores (Fig 6H). *Pectinesterase* transcripts were localized in the tapetum and the tetrads in both WT and *7B-1* anthers (Fig 6I and 6J) as well as in the arrested binucleate microspores in *7B-1* anthers (Fig 6K). The murine miR122a probe was used as negative control, which did not produce any hybridization signal (Fig 6L).

**Fig 6:**
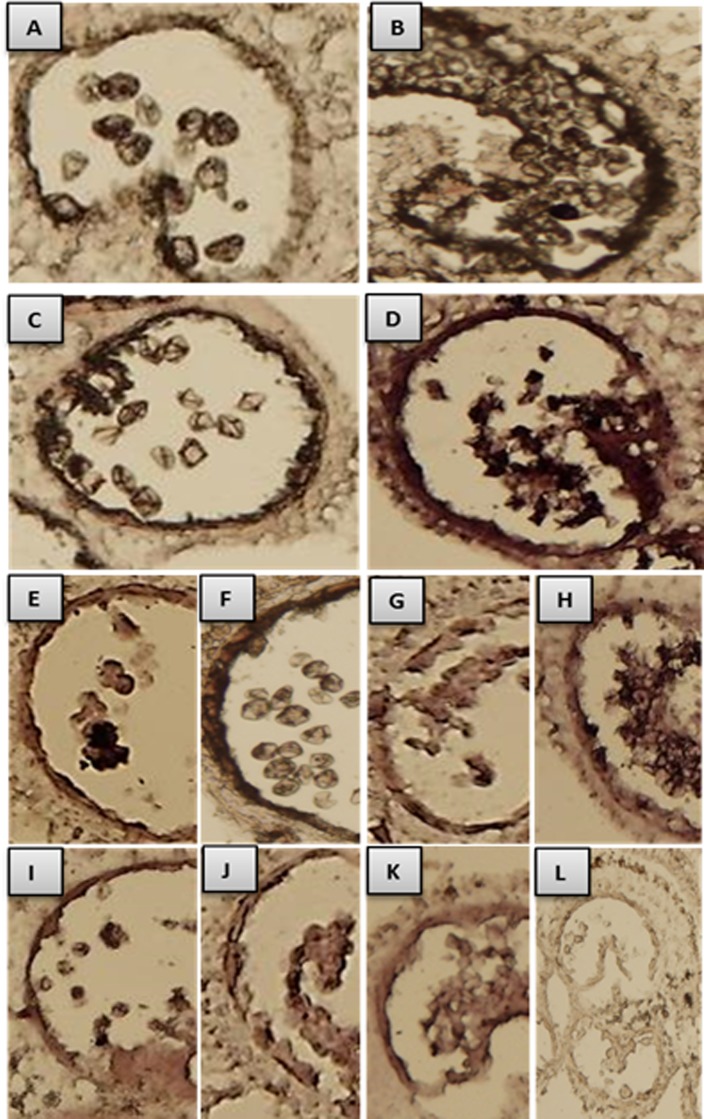
*In situ* localization of *beta-1*,*3-glucanase*, *GA2oxs*, *TA29* and *pectinesterase*. A and B: localization of *beta-1*, *3-glucanase* in WT and *7B-1* anthers respectively at binucleate microspores stage. C and D: *GA2ox* in WT and *7B-1* anthers at binucleate microspores stage, respectively. E and F: *TA29* in WT anthers at tetrads and binucleate microspores stages, respectively. G and H: *TA29* in *7B-1* anthers at tetrads and arrested binucleate microspores stages, respectively. I, J, K: *pectinesterase* in WT anthers at tetrads, in *7B-1* anthers at tetrads, and in *7B-1* anthers at arrested binucleate microspores stages, respectively. L: negative control, where a murine miR122a-specific probe was used to ensure that the experimental staining is not an artifact.

## Discussion

Despite the importance of male-sterility in hybrid seed breeding, the physiological mechanisms, i.e. nutritional, hormonal and environmental, which regulate the male-sterility are not yet fully understood. Until now, only a small number of genes have been identified that are specifically involved in this developmental process and the molecular mechanism of genetic male-sterility is still largely unknown. The transcriptomic profiling in our study showed differential expression of a large number of genes between WT and *7B-1* anthers. Majority of DEGs belonged to three major biological classes, including metabolic process, single-organism process and cellular process. This indicates that diverse gene regulation pathways are affected by or involved in the regulation of male-sterility in *7B-1* anthers. Further examination of GO terms showed enrichment of several biological processes, including those of special interest related to protein and carbohydrate metabolic processes. 

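Several abundant genes that move and split sugars were lower in 7B-1 anthers, and the few proteinases that differed went both ways. Of 60 sugar transporters, 5 were lower and 0 higher, and their summed expression was 3547 RPKM in the WT and 1356 in 7B-1. A pair of glucose transporters with neighbouring identifiers had almost no transcripts left. Solyc02g062860.2.1 was 244-fold lower (95% counting interval 167 to 374) and Solyc02g062870.2.1 was 272-fold lower (interval 181 to 429), and close copies can share reads. The more abundant Solyc06g054270.2.1 went from 996 to 255 RPKM, and Solyc01g008240.2.1 from 669.9 to 146 RPKM. The list lay at percentile 0.3 of matched random lists, and at 2.91 without a minimum RPKM. Of 19 genes for invertases and sucrose metabolism, 3 were lower and 0 higher. Cell wall invertase splits sucrose outside the cell, and a pair of genes annotated as its insoluble isoenzyme 2 were 4.37-fold lower (interval 4.22 to 4.54) (Solyc09g010090.2.1) and 9.06-fold lower (interval 7.86 to 10.5) (Solyc10g085640.1.1). A sucrose phosphate synthase (Solyc09g092130.2.1) was 16.2-fold lower (interval 14.0 to 18.8). The median of this list lay at percentile 8.56, and at 0.09 with an offset of 1.
Among proteinases, 1 of 51 subtilases was higher (Solyc10g084320.1.1, 4.75-fold higher, interval 4.35 to 5.19) and 2 were lower. These were Solyc09g009750.1.1, at 65.9 RPKM in the WT and 1.13 in 7B-1, and Solyc08g079910.1.1, at 43.7 RPKM in the WT and 1.65 in 7B-1. Of 53 aspartic proteinases, 1 was lower (Solyc06g069220.1.1, 12.1-fold lower, interval 10.5 to 14.1). The subtilases lay at percentile 82.2 and the aspartic proteinases at percentile 96.4, or 98.5 with an offset of 1.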

Several *pectinesterase* and *pectate lyase*-related genes were enriched within down-regulated DEGs, which were further characterized. Enrichment analysis suggested a broad impact of *7B-1* mutation primarily on the metabolism. Sixteen candidates were identified with potential roles in regulation of anther development and male-sterility in *7B-1* anthers and further characterized in different developmental stages between WT and *7B-1* anthers. These DEGs and their roles are discussed below.

During meiosis, tapetal cells undergo PCD and release beta-1,3-glucanase, which hydrolyses the callose from tetrads [51]. Persistent callose or delay in its dissolution could result in collapse of the developing microspores [52]. While callose was no longer detectable in the early microspore stage in WT anthers, it persisted around the tetrads and newly formed microspores in *7B-1* anthers, resulting in an arrested-microspore phenotype. A similar phenotype was observed in male-sterile anthers of *Brassica napus*, where callose was persistent around the tetrads [53]. qRT-PCR analysis showed up-regulation of *beta-1*,*3-glucanase* in *7B-1* anthers and *in situ* hybridization showed the prominent expression of this enzyme in *7B-1* tapetum at late stage of meiosis, where tapetal cells were vacuolated but not degenerated. Delay of tapetum degeneration in *7B-1* anthers could have led to *beta-1*,*3-glucanase* build-up level in these cells as detected by qRT-PCR and *in situ* hybridization signal, while callose around the newly formed microspores was not degraded, probably due to lack of the acting enzyme.

Several *pectinesterase* and *pectate lyase*-related genes were enriched within down-regulated DEGs. In addition to *pectinesterase*, several other cell wall modifying enzymes, including *beta-galactosidase*, a cellulose-modifying enzyme, and *polygalacturonase* which is a pectin-modifying enzyme [54,55] were strongly down-regulated in *7B-1* meiotic anthers. 

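Pectinesterase removes methyl groups from pectin and pectate lyase cleaves the chain. Of 22 pectate lyases with measurable expression, 4 were lower in 7B-1 anthers, and of 62 pectinesterases 2 were lower. No member of either list was higher. The pectate lyases Solyc03g058910.2.1 (836 RPKM in the WT and 228 in 7B-1), Solyc02g067450.2.1 (695 RPKM in the WT and 229.9 in 7B-1), Solyc02g087670.2.1 (603 RPKM in the WT and 166 in 7B-1) and Solyc03g058890.2.1 (164 RPKM in the WT and 42.0 in 7B-1) lay within a narrow range of fold, from 3.02 to 3.91-fold lower. The pectinesterases Solyc01g068120.2.1 and Solyc01g066360.2.1 were 3.62-fold lower (95% counting interval 3.48 to 3.78) and 3.64-fold lower (interval 3.46 to 3.84). The pectinesterase of Table 2 (Solyc05g052110.2.1) was 6.52-fold lower (interval 5.46 to 7.84), but less abundant, and its log2 OFC of -1.46 missed the threshold. Summed over the list, pectate lyases stood at 3113 RPKM in the WT and 1277 in 7B-1 and pectinesterases at 5634 RPKM in the WT and 2913 in 7B-1. The medians of both lists, at percentile 12.9 and percentile 6.44, did not stand apart from random lists. The authors' deposited list of DEGs holds 6 pectinesterases and 5 pectate lyases as down-regulated, and 1 pectate lyase as up-regulated.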

In *qrt1* and *qrt2* mutants of *Arabidopsis thaliana*, microspores were arrested as pectin was not degraded in primary cell walls around tetrads [56]. *Pectinesterase* transcripts were localized in tapetum, tetrads and arrested binucleate microspores in *7B-1* anthers. Suppression of the pectin-modifying enzymes in *7B-1* anthers were more pronounced during meiosis (stage S2), which could have impaired enzymatic degradation of cell wall pectin around tetrads, resulting in an arrested-microspores phenotype, similar to those observed in *qrt* mutants.

Previously, we found that *cystatin* and *cysteine protease* were up- and down-regulated in *7B-1* anthers, respectively with a pattern correlated to tapetum degeneration during anther development [41]. 

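Cystatins block cysteine proteinases, the papain-like enzymes that act in programmed cell death. In the mRNA-seq libraries the cystatin gene Solyc00g071180.2.1, annotated as a cysteine proteinase inhibitor, had 2775 counts in the WT and 10282 in 7B-1. This is 3.72-fold higher (95% counting interval 3.57 to 3.88), a log2 OFC of 1.81 that passed the threshold. The cathepsin B-like cysteine proteinase Solyc07g053460.2.1 had 883 counts in the WT and 16 in 7B-1, 54.9-fold lower (interval 33.6 to 96.5), and passed in the other direction with a log2 OFC of -2.15. It was the only one of 36 measured cysteine proteinases to be lower by this rule. Another gene annotated as cathepsin B (Solyc02g069110.2.1) was 5.10-fold higher (interval 4.51 to 5.78), and the other 34 did not pass. The median of the list lay at percentile 99.3 of matched random lists, on the side of higher expression in 7B-1. The authors' deposited list of DEGs, without the offset, holds 2 cysteine proteinases as up-regulated and 2 as down-regulated.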

Similar results were observed using mRNA-seq and qRT-PCR in the present study. TUNEL assay showed a delay of PCD in *7B-1* tapetal cells. There results strongly suggest that suppression of *cysteine protease* could have caused a delay or defect of PCD in tapetal cells. GA plays an important role in floral organ growth, especially anther development. Tapetum is an important source of bioactive gibberellins in anthers [57], and alteration of GA level is often associated with abnormalities in anther development and male-sterility. GA-deficient mutants of tomato, rice and *Arabidopsis* exhibited common defects in PCD of tapetal cells, resulting in a post-meiotic arrest in male-sterile stamens [13,58,59]. In *sl-2* tomato mutant GA3 could restore the male-fertility [5,60]. Application of GA3 also partially restored the male-fertility in *7B-1* anthers (Omidvar et al., unpublished data). *GA2oxs* regulates the GA level through inactivation of endogenous bioactive GAs [61]. *7B-1* seedlings have a lower GA level compared to WT. 

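Gibberellin 2-oxidase (Solyc01g079200.2.1), the GA2ox gene of Table 2, had 49 counts in the WT and 209 in 7B-1 in the table of all genes, at 4.09 RPKM in the WT and 17.5 in 7B-1. It was 4.29-fold higher (95% counting interval 3.13 to 5.98), beyond counting error, but at this low expression its log2 OFC was 0.64 and did not pass the threshold. The authors' deposited list of DEGs holds other values for this gene. None of the 19 measured genes of gibberellin metabolism passed, and none could, since all stayed under 36.6 RPKM in both genotypes. This outcome is no evidence that these genes were unchanged. Their summed expression was 47.6 RPKM in the WT and 76.5 in 7B-1, and the median of the list lay at percentile 99.5 of matched random lists, or at 92.0 among genes of at least 5 RPKM. Ent-kaurene synthase (Solyc07g066670.2.1), which acts early in gibberellin synthesis, had the highest mean expression among them, at 10.6 RPKM in the WT and 12.6 in 7B-1. None of 19 genes of gibberellin response passed (percentile 10.5). The most abundant of these, a gibberellin-regulated protein (Solyc02g089350.2.1), stood at 297 RPKM in the WT and 143 in 7B-1.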

Up-regulation of *GA2oxs* in *7B-1* anthers could have decreased the GA level in *7B-1* anthers, resulting in a defect in PCD of tapetal cells. Using TUNEL assay, we showed that application of GA3 restored the PCD of tapetal cells in *7B-1* anthers similar to those of WT, which suggests that GA3 is likely to regulate the initiation of PCD in tapetal cells.

Another gene which has been differentially expressed between WT and *7B-1* anthers was *TA29*. It is a tapetal-specific gene in tobacco, and its promoter region has been used for engineering of male-sterility in tobacco as well as other crops [62–65]. 

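The anther-specific gene TA29 (Solyc02g078370.1.1) had 3009 counts in the WT and 90 in 7B-1, 33.3-fold lower (95% counting interval 27.0 to 41.5), with a log2 OFC of -3.48. Of 11 measured genes annotated as anther- or tapetum-related, 3 were lower in 7B-1 and 0 higher. Besides TA29 these were an A9-like gene (Solyc01g009590.2.1), named after a tapetum gene of Arabidopsis, and TAP1 (Solyc06g064480.2.1). A9-like went from 1167 to 276 RPKM and was 4.22-fold lower (interval 3.99 to 4.47). TAP1 went from 583 to 155 RPKM and was 3.75-fold lower (interval 3.48 to 4.05). The fall in TA29 was thus larger than in the other pair by more than counting error. Summed over the list, expression was 2227 RPKM in the WT and 623 in 7B-1. The median of the list lay at percentile 2.80 of matched random lists, and at 0.975 with an offset of 1. The words that define this list name TA29, A9-like and TAP1. They were written after the authors' list of DEGs had been read, so the counts and percentile are no independent evidence.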

Although *TA29* is not functionally characterized with respect to regulation of male-sterility, silencing of this gene in tobacco has resulted in male-sterile transgenic plants, where tapetum was prematurely degenerated [65]. In our study *TA29* was strongly down-regulated in *7B-1* meiotic anthers, where the *TA29* transcripts were predominantly localized in the tapetal cells and tetrads and arrested binucleate microspores. Down-regulation of *TA29* in *7B-1* anthers did not result in premature degeneration of tapetum, but it could be associated with the defect of PCD in tapetal cells as it was strongly down-regulated and localized in undegenerated tapetal cells in late meiotic *7B-1* anthers.

Aberrant regulation of *actin*-, *tubulin*-, and *myosin*-related genes could disrupt the organization of actin and microtubules in meiotic cytoskeleton, thus leading to defective cytokinesis in developing pollens and male-sterility in crops [66,67]. In our study *actin* and *myosin* were down-regulated in *7B-1* anthers. In addition, *actin depolymerizing factors 3*/*10*, and *beta-tubulin* were also down-regulated in *7B-1* anthers (not validated by qRT-PCR). These observations indicate that the actin cytoskeleton balance may be disturbed in *7B-1* anthers, which could have directly affected the meiosis and pollen cell wall development. 

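Actin Solyc10g086460.1.1, the candidate of Table 2, had 3428 counts in the WT and 115 in 7B-1 and was 29.7-fold lower (95% counting interval 24.6 to 36.0), with a log2 OFC of -3.38. Myosin XI (Solyc06g008530.1.1), a motor that moves along actin filaments, had 1102 counts in the WT and 41 in 7B-1 and was 26.7-fold lower (interval 19.6 to 37.5). Its expression of 23.2 RPKM in the WT was low, and its log2 OFC of -1.05 did not pass the threshold. Among 119 genes of the actin cytoskeleton 5 were lower and 0 higher. Another actin (Solyc05g054480.2.1) was 8.67-fold lower (interval 7.68 to 9.81) and a profilin (Solyc12g044630.1.1), which binds actin monomers, was 12.6-fold lower (interval 10.6 to 15.1). The list lay at percentile 0.83 of matched random lists, and at 3.33 among genes of at least 5 RPKM. Its median log2 OFC was only -0.023. The authors' deposited list of DEGs, without the offset, holds 14 genes of the actin cytoskeleton as down-regulated and 0 as up-regulated.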

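Actin depolymerizing factor 3 (Solyc10g017550.2.1) had 515 counts in the WT and 32 in 7B-1 and was 16.0-fold lower (95% counting interval 11.2 to 23.7). It passed the threshold with a log2 OFC of -1.81, while actin depolymerizing factor 10 (Solyc01g094400.2.1), 4.72-fold lower (interval 3.93 to 5.69), just missed it at -1.48. The beta-tubulin in the authors' deposited list of DEGs (tubulin beta-1 chain, Solyc12g089310.1.1) was 7.73-fold lower (interval 5.53 to 11.1) but stood at only 21.6 RPKM in the WT, and its log2 OFC of -0.87 did not pass. None of 24 measured tubulins passed, and the list lay at percentile 38.9 of matched random lists. The most abundant tubulin, an alpha chain (Solyc08g006890.2.1), stood at 1351 RPKM in the WT and 1387 in 7B-1.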

A case study showed that suppression of *pyruvate dehydrogenase kinase* in transgenic tobacco has led to tapetum perturbation and male-sterility [68]. The importance of *glutamine synthetase* in pollen reproduction has been shown in rice [69], maize [70], and tobacco [71]. 

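Pyruvate dehydrogenase kinase (Solyc12g098930.1.1) switches off the enzyme that feeds pyruvate into the citric acid cycle, and glutamine synthetase (Solyc05g051250.2.1) assimilates ammonium. The glutamine synthetase had 3730 counts in the WT and 119 in 7B-1, 31.2-fold lower (95% counting interval 26.0 to 37.8), and passed the threshold with a log2 OFC of -3.34. It was the only one of 9 measured glutamine synthetases to pass. Summed over these 9 genes, expression was 767 RPKM in the WT and 706 in 7B-1. The median of this small list lay at percentile 9.86 of matched random lists with the offset of 20 and at 0.06 with an offset of 1. Pyruvate dehydrogenase kinase had 275 counts in the WT and 9 in 7B-1, 30.4-fold lower (interval 15.8 to 67.2). With 24.0 RPKM in the WT its log2 OFC was -1.08 and did not pass.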

Down-regulation of these two enzymes in *7B-1* anthers could also be associated with tapetum perturbation and meiosis break-down. In addition to the above mentioned genes, several transcription factors, including *F-box*, *MADS-box* and *zinc finger* genes were down-regulated, while *NAC* was up-regulated in *7B-1* anthers. 

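The MADS-box gene Solyc06g059970.2.1 was the regulatory gene of Table 2 with the largest change in log2 OFC (-3.31). It had 1930 counts in the WT and 25 in 7B-1, 76.8-fold lower (95% counting interval 51.9 to 119). The F-box gene Solyc06g059820.1.1 had 251 counts in the WT and 3 in 7B-1, 83.3-fold lower (interval 28.2 to 406), and the zinc finger gene Solyc06g005180.1.1 had 426 counts in the WT and 8 in 7B-1, 53.0-fold lower (interval 26.7 to 124). The NAC gene Solyc04g005610.2.1 had 127 counts in the WT and 604 in 7B-1, 4.78-fold higher (interval 3.94 to 5.83). These last 3 were expressed at low levels, and their log2 OFC of -1.28, -1.37 and 1.25 did not pass the threshold.
Within their families, 1 of 56 MADS-box genes was lower, and so was 1 of 363 zinc finger genes, the CONSTANS-like Solyc07g052620.1.1 (4.47-fold lower, interval 3.61 to 5.57). Of 259 F-box genes 1 was lower, Solyc01g010500.1.1, annotated as an EIN3-binding F-box protein (25.0-fold lower, interval 16.4 to 40.2). The median of the F-box list lay at percentile 0.04 of matched random lists, against 37.3 for MADS-box and 79.6 for zinc finger genes. The F-box shift was small, with a median log2 OFC of -0.027 and sums of 3850 RPKM in the WT and 3744 in 7B-1. None of 56 NAC genes passed. Their median, a log2 OFC of only 0.058, lay at percentile 99.1, or 94.6 when the libraries were scaled by their median ratio. The most abundant NAC gene (Solyc06g073050.2.1) stood at 145 RPKM in the WT and 262 in 7B-1. Among 57 WRKY factors, a family of defense regulators, 2 were lower although the median of the family lay at percentile 100. These were Solyc05g055750.2.1, 64.2-fold lower (interval 50.5 to 82.8), and Solyc04g056360.2.1, 23.0-fold lower (interval 17.3 to 31.1). No gene passed among 158 MYB (percentile 20.4) and 69 bHLH factors (percentile 86.2), whose most abundant members stood at 203 RPKM in the WT and 184 in 7B-1 (Solyc04g078420.1.1) and 75.7 RPKM in the WT and 77.3 in 7B-1 (Solyc08g014120.2.1). The authors' deposited list of DEGs, without the offset, holds more members of these families. As down-regulated it holds 3 MADS-box, 8 zinc finger, 7 F-box, 3 MYB, 2 WRKY and 1 bHLH gene. As up-regulated it holds 3 MADS-box, 3 NAC and 1 WRKY gene. Weakly expressed genes cannot pass the rule used here, so its counts do not tell how many members differed.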

Overexpression of *RMF* (*reduced male fertility*) gene, encoding a F-box protein in *Arabidopsis* caused the delay in tapetum degeneration and male-sterility [72]. Li et al. [73] showed that suppression of a F-box protein-encoding gene, *OsADF* (*anther development F-box*), perturbed tapetum degeneration and resulted in male-sterility in rice. *MADS-box* transcription factors play important roles in floral organ development, anther dehiscence and pollen maturation [74,75]. *Arabidopsis MS1* gene encodes PHD-type zinc finger protein, which is redundantly expressed in tapetum and regulates timely PCD in tapetal cells [11,76]. Several *NAC* transcription factors were differentially expressed between wild type and male-sterile flower buds of *Brassica rapa* [77]. *NACs* are key regulators of secondary wall thickening in anther tissue [78]. Although differential expression of these transcription factors in our study could be associated with the *7B-1* mutation and male-sterility phenotype, understating the exact function of these genes require further functional analysis.

A number of genes and transcription factors have been identified that control the tapetum formation and development [16,17,79–82]. However, little is known about the genetic basis regulating the PCD of tapetum during pollen development. In *Arabidopsis ms1* and rice *tdr* male-sterile mutants, tapetum aberrations were associated with failure or delay of PCD [32,76]. TUNEL assay in our study showed a delay of PCD in *7B-1* tapetal cells, where presence of large autophagic vacuolated tapetal cells at this stage suggested the necrotic-based breakdown of cells rather than the normal regulated PCD process. TUNEL-positive signal in arrested *7B-1* microspores was indicative of a PCD-based breakdown, likely as a result of the tapetum aberration. Treatment of GA-deficient male-sterile anthers of rice with GA3, restored the PCD of tapetal cells [13]. GA3 restored the PCD in *7B-1* anthers similar to those in WT, which suggest that GA3 is likely to regulate the PCD onset in *7B-1* anthers.

## Conclusions

Overall in our study, we found that anther development and microsporogenesis in *7B-1* anthers was perturbed as evidenced by unsynchronized anther growth, dysfunctional meiosis, arrested microspores, defects in callose degradation, retarded PCD and abnormal tapetum profile. *In situ* localization signals for *beta-1*,*3 glucanase*, *GA2oxs*, *TA29*, and *pectinesterase* were coincided with qRT-PCR data, which confirmed the temporal gene expression results, suggesting that these genes could be closely related to tapetum development and regulation of meiosis in *7B-1* anthers. Our findings provide the first insights into the gene regulatory networks underlying the *7B-1* mutation and transcriptome dynamic between WT and *7B-1* anthers (Fig 7). It showed that *7B-1* mutation has predominantly affected genes regulating metabolic processes, and pointed out the distinct gene expression dynamic between *7B-1* and WT anthers. However, there is often a complex interplay of genes, transcription factors, hormonal balance, and environmental stimuli, which collaboratively regulate the male-sterility phenotypes and has to be taken into consideration.

**Fig 7:**
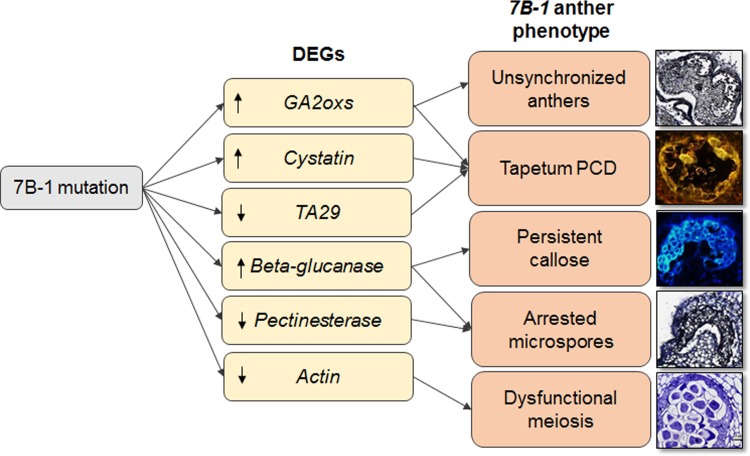
Schematic diagram of transcriptional regulation of male-sterility in *7B-1* anthers.

## Supporting information

S1 Table List of differentially expressed genes.

S2 Table List of the primers used for qRT-PCR analysis.

S3 Table List of the DIG-labeled oligo-probes used for *in situ* hybridization.

## References

[1] GorguetB, SchipperD, van LammerenA, VisserRG, van HeusdenAW. *ps-2*, the gene responsible for functional sterility in tomato, due to non-dehiscent anthers, is the result of a mutation in a novel polygalacturonase gene. Theor Appl Genet. 2009;118:1199–1209 10.1007/s00122-009-0974-9 19219598

[2] EmmanuelE, LevyAA. Tomato mutants as tools for functional genomics. Curr Opin Plant Biol. 2002;5:112–117 1185660510.1016/s1369-5266(02)00237-6

[3] LuQ, LiXH, GuoD, XuCG, ZhangQ. Localization of *pms3*, a gene for photoperiod-sensitive genic male sterility, to a 284-kb DNA fragment. Mol Genet Genomics. 2005;273:507–511 10.1007/s00438-005-1155-4 15912317

[4] GormanSW, McCormickS. Male sterility in tomato. Crit Rev Plant Sci. 1997;16:31–53

[5] SawhneyVK, BhadulaSK. Microsporogenesis in the normal and male-sterile stamenless-2 mutant of tomato. Can J Bot. 1988;66:2013–2021

[6] RickCM. Genetics and development of nine male-sterile tomato mutants. Hilgardia. 1948;18:599–633

[7] JeongHJ, KangJH, ZhaoM, KwonJK, ChoiHS, HwanJ, et al Tomato Male sterile 1035 is essential for pollen development and meiosis in anthers. J Exp Bot. 2014;10.1093/jxb/eru389PMC424619425262227

[8] CanalesC, BhattAM, ScottR, DickinsonH. EXS, a putative LRR receptor kinase, regulates male germline cell number and tapetal identity and promotes seed development in *Arabidopsis*. Curr Biol. 2002;12:1718–1727 1240116610.1016/s0960-9822(02)01151-x

[9] ZhaoDZ, WangGF, SpealB, MaH. The *excess microsporocytes1* gene encodes a putative leucine-rich repeat receptor protein kinase that controls somatic and reproductive cell fates in the *Arabidopsis* anther. Genes Dev. 2002;16:2021–2031 10.1101/gad.997902 12154130PMC186413

[10] ItoT, NagataN, YoshibaY, Ohme-TakagiM, MaH, ShinozakiK. Arabidopsis MALE STERILITY1 encodes a PHD-Type transcription factor and regulates pollen and tapetum development. Plant Cell. 2007;19:3549–3562 10.1105/tpc.107.054536 18032630PMC2174881

[11] YangC, Vizcay-BarrenaG, ConnerK, WilsonZA. MALE STERILITY1 is required for tapetal development and pollen wall biosynthesis. Plant Cell. 2007;19:3530–3548 10.1105/tpc.107.054981 18032629PMC2174882

[12] AartsMG, HodgeR, KalantidisK, FlorackD, WilsonZA, MulliganBJ, et al The *Arabidopsis* male sterility 2 protein shares similarity with reductases in elongation/condensation complexes. Plant J. 1997;12:615–623 935124610.1046/j.1365-313x.1997.00615.x

[13] AyaK, Ueguchi-TanakaM, KondoM, HamadaK, YanoK, NishimuraM, MatsuokaM. Gibberellin modulates anther development in rice via the transcriptional regulation of GAMYB. Plant Cell. 2009;21:1453–1472 10.1105/tpc.108.062935 19454733PMC2700530

[14] MillarAA, GublerF. The Arabidopsis GAMYB-like genes, MYB33 and MYB65, are microRNA-regulated genes that redundantly facilitate anther development. Plant Cell. 2005;17:705–721 10.1105/tpc.104.027920 15722475PMC1069693

[15] ZhangW, SunY, TimofejevaL, ChenC, GrossniklausU, MaH. Regulation of Arabidopsis tapetum development and function by DYSFUNCTIONAL TAPETUM1 (DYT1) encoding a putative bHLH transcription factor. Development. 2006;133: 3085–3095 10.1242/dev.02463 16831835

[16] ZhuJ, ChenH, LiH, GaoJF, JiangH, WangC, et al *Defective in Tapetal development and function 1* is essential for anther development and tapetal function for microspore maturation in *Arabidopsis*. Plant J. 2008;55:266–277 10.1111/j.1365-313X.2008.03500.x 18397379

[17] XuJ, YangC, YuanZ, ZhangD, GondweMY, DingZ, et al The ABORTED MICROSPORES regulatory network is required for postmeiotic male reproductive development in *Arabidopsis thaliana*. Plant Cell. 2010;22:91–107 10.1105/tpc.109.071803 20118226PMC2828693

[18] YangX, WuD, ShiJ, HeY, PinotF, GrausemB, et al Rice CYP703A3, a cytochrome P450 hydroxylase, is essential for development of anther cuticle and pollen exine. J Integr Plant Biol. 2014;10.1111/jipb.1221224798002

[19] WilsonZA, MorrollSM, DawsonJ, SwarupR, TighePJ. The Arabidopsis MALE STERILITY1 (MS1) gene is a transcriptional regulator of male gametogenesis, with homology to the PHD-finger family of transcription factors. Plant J. 2001;28:27–39 1169618410.1046/j.1365-313x.2001.01125.x

[20] LiH, YuanZ, Vizcay-BarrenaG, YangC, LiangW, Zong, et al PERSISTENT TAPETAL CELL1 encodes a PHD-finger protein that is required for tapetal cell death and pollen development in rice. Plant Physiol. 2011;156(2):615–630 10.1104/pp.111.175760 21515697PMC3177263

[21] FuZ, YuJ, ChengX, ZongX, XuJ, ChenM, et al The rice basic helix-loop-helix transcription factor TDR INTERACTING PROTEIN2 is a central switch in early anther development. Plant Cell 2014;26:1512–1524 10.1105/tpc.114.123745 24755456PMC4036568

[22] JungKH, HanMJ, LeeYS, KimYW, HwangI, KimMJ, et al Rice Undeveloped Tapetum1 is a major regulator of early tapetum development. Plant Cell. 2005;17:2705–2722 10.1105/tpc.105.034090 16141453PMC1242267

[23] ZhangDS, LiangWQ, YuanZ, LiN, ShiJ, WangJ, et al Tapetum degeneration retardation is critical for aliphatic metabolism and gene regulation during rice pollen development. Mol Plant. 2008;1:599–610 10.1093/mp/ssn028 19825565

[24] NiuN, LiangW, YangX, JinW, WilsonZA, HuJ, et al EAT1 promotes tapetal cell death by regulating aspartic proteases during male reproductive development in rice. Nat Commun. 2013;4:1445 10.1038/ncomms2396 23385589

[25] SinghS, SawhneyVK. Cytokinins in a normal and the *ogura* (ogu) cytoplasmic male-sterile line of rapeseed (*Brassica napus*). Plant Sci. 1992;86:147–154

[26] SinghS, SawhneyVK, PearceDW. Temperature effects on endogenous indole-3-acetic acid levels in leaves and stamens of the normal and male sterile ‘stamenless 2’ mutant of tomato. Plant Cell Environ. 1992;15:373–377

[27] ShuklaA, SawhneyVK. Abscisic acid: one of the factors affecting male sterility in *Brassica napus*. Physiol Plantarum. 1994;91:522–528

[28] SmithMB, HornerHT, PalmerRG. Temperature and photoperiod effects on sterility in a cytoplasmicmale-sterile soybean. Crop Sci. 2001;41:702–704

[29] GuoRX, SunDF, TanZB, RongDF, LiCD. Two recessive genes controlling thermophotoperiod-sensitive male sterility in wheat. Theor Appl Genet. 2006;112:1271–1276 10.1007/s00122-006-0228-z 16465548

[30] GoldbergRB, BealsTP, SandersPM. Anther development: basic principles and practical applications. Plant Cell. 1993;5:1217–1229 10.1105/tpc.5.10.1217 8281038PMC160355

[31] PiffanelliP, RossJHE, MurphyDJ. Biogenesis and function of the lipidic structures of pollen grains. Sex Plant Reprod. 1998;11:65–80

[32] LiN, ZhangDS, LiuHS, YinCS, LiXX, LiangWQ, et al The rice tapetum degeneration retardation gene is required for tapetum degradation and anther development. Plant Cell. 2006;18: 2999–3014 10.1105/tpc.106.044107 17138695PMC1693939

[33] SawhneyVK. Genic male sterility In, ShivannaKR SawhneyVK editors Pollen biotechnology for crop production and improvement. Cambridge, Cambridge University Press pp. 1997;183–198

[34] SawhneyVK. Photoperiod-sensitive male-sterile mutant in tomato and its potential use in hybrid seed production. J Hortic Sci Biotech. 2004;79:138–141

[35] FellnerM, ZhangR, PharisRP, SawhneyVK. Reduced de-etiolation of hypocotyl growth in a tomato mutant is associated with hypersensitivity to and high endogenous levels of abscisic acid. J Exp Bot. 2001;52:725–738 1141320910.1093/jexbot/52.357.725

[36] FellnerM, SawhneyVK. The 7B-1 mutant in tomato shows blue-light-specific resistance to osmotic stress and abscisic acid. Planta. 2002;214:675–682 10.1007/s004250100671 11882935

[37] BergougnouxV, ZalabakD, JandovaM, NovakO, Wiese-KlinkenbergA, FellnerM. Effect of blue light on endogenous isopentenyladenine and endoreduplication during photomorphogenesis and de-etiolation of tomato *Solanum lycopersicum* L seedlings. PLoS One. 2012;7:e45255 10.1371/journal.pone.0045255 23049779PMC3458014

[38] SheoranIS, RossbA, OlsonbD, SawhneyVK. Differential expression of proteins in the wild type and 7B-1 male-sterile mutant anthers of tomato *Solanum lycopersicum*), A proteomic analysis. J Proteomics. 2009;71:624–636 10.1016/j.jprot.2008.10.006 19032992

[39] OmidvarV, FellnerM. DNA methylation and transcriptomic changes in response to different lights and stresses in *7B-1* male-sterile tomato. PLoS ONE. 2015;10: e0121864 10.1371/journal.pone.0121864 25849771PMC4388563

[40] OmidvarV, MohorianuI, DalmayT, FellnerM. Identification of miRNAs with potential roles in regulation of anther development and male-sterility in 7B-1 male-sterile tomato mutant. BMC Genomics. 2015a;16:878 10.1186/s12864-015-2077-0 26511108PMC4625851

[41] OmidvarV, MohorianuI, DalmayT, FellnerM. MicroRNA regulation of abiotic stress response in 7B-1 male-sterile tomato mutant. Plant Genome. 2015b;10.3835/plantgenome2015.02.000833228265

[42] BolgerAM, LohseM, UsadelB. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 2014;30:2114–2120 10.1093/bioinformatics/btu170 24695404PMC4103590

[43] QuastC, PruesseE, YilmazP, GerkenJ, SchweerT, YarzaP, et al The SILVA ribosomal RNA gene database project: improved data processing and web-based tools. Nucleic Acids Res. 2013;41: D590–6 10.1093/nar/gks1219 23193283PMC3531112

[44] LangmeadB, TrapnellC, PopM, SalzbergSL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10: R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[45] KimD, PerteaG, TrapnellC, PimentelH, KelleyR, SalzbergSL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 2013;14: R36 10.1186/gb-2013-14-4-r36 23618408PMC4053844

[46] RobinsonMD, OshlackA. A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol. 2010;11:R25 10.1186/gb-2010-11-3-r25 20196867PMC2864565

[47] TarazonaS, García-AlcaldeF, DopazoJ, FerrerA, ConesaA. Differential expression in RNA-seq: a matter of depth. Genome Res. 2011;21: 2213–2223 10.1101/gr.124321.111 21903743PMC3227109

[48] MohorianuI, SchwachF, JingR, Lopez-GomollonS, MoxonS, SzittyaG, et al Profiling of short RNAs during fleshy fruit development reveals stage-specific sRNAome expression patterns. Plant J. 2011;67:232–246 10.1111/j.1365-313X.2011.04586.x 21443685

[49] MiH, MuruganujanA, CasagrandeJT, ThomasPD. Large-scale gene function analysis with the PANTHER classification system. Nat Protocol. 2013;8:1551–156610.1038/nprot.2013.092PMC651945323868073

[50] LivakKJ, SchmittgenTD. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)). Methods. 2001;25:402–408 10.1006/meth.2001.1262 11846609

[51] ScottRJ, SpielmanM, DickinsonHG. Stamen structure and function. Plant Cell. 2004;16(Suppl): S46–S601513124910.1105/tpc.017012PMC2643399

[52] LuP, MaofengC, JiangeY, GangN, GuoliangW, HongM. The Arabidopsis CALLOSE DEFECTIVE MICROSPORE1 gene is required for male fertility through regulating callose metabolism during microsporogenesis. Plant Physiol. 2014;164:1893–1904 10.1104/pp.113.233387 24567187PMC3982751

[53] ZhuY, XiaolingD, ZhengfuZ, ShengqianX, BinY, WenJ, et al Separation defect of tapetum cells and microspore mother cells results in male sterility in Brassica napus: the role of abscisic acid in early anther development. Plant Mol Biol. 2010;72:111–123 10.1007/s11103-009-9556-0 19862484

[54] NakamuraA, MaedaH, MizunoM, KoshiY, NagamatsuY. beta-Galactosidase and its significance in ripening of "Saijyo" Japanese Persimmon fruit. Biosci Biotechnol Biochem. 2003;67:68–76 10.1271/bbb.67.68 12619675

[55] LazanH, NgSY, GohLY, AliZM. Papaya beta-galactosidase/galactanase isoforms in differential cell wall hydrolysis and fruit softening during ripening. Plant Physiol Biochem. 2004;42(11):847–53 10.1016/j.plaphy.2004.10.007 15694277

[56] RheeSY, SomervilleCR. Tetrad pollen formation in quartet mutants of *Arabidopsis thaliana* is associated with persistence of pectic polysaccharides of the pollen mother cell wall. Plant J. 1998; 15:79–88 974409710.1046/j.1365-313x.1998.00183.x

[57] KanekoM, ItohH, InukaiY, SakamotoT, Ueguchi-TanakaM, AshikariM, et al Where do gibberellin biosynthesis and gibberellin signaling occur in rice plants?. Plant J. 2003;35:104–115 1283440610.1046/j.1365-313x.2003.01780.x

[58] JacobsenSE, OlszewskiNE. Characterization of the arrest in anther development associated with gibberellin deficiency of the *gib-1* mutant of tomato. Plant Physiol. 1991;97:409–414 1666840010.1104/pp.97.1.409PMC1081013

[59] PlackettARG, PowersSJ, Fernandez-GarciaN, UrbanovaT, TakebayashiY, SeoM, et al Analysis of the developmental roles of the Arabidopsis gibberellin 20-oxidases demonstrates that GA20ox1, -2, and -3 are the dominant paralogs. Plant Cell. 2012;24:941–960 10.1105/tpc.111.095109 22427334PMC3336139

[60] RastogiR, SawhneyVK. Flower Culture of a Male Sterile Stamenless-2 Mutant of Tomato (Lycopersicon esculentum). Amer J Bot. 1988; 75:513–518.

[61] RossJJ, ReidJB, SwainSM, HasanO, PooleAT, HeddenP, et al Genetic regulation of gibberellin deactivation in *Pisum*. Plant J. 1995;7: 513–523

[62] KoltunowAM, TruettnerJ, CoxKH, WallrothM, GoldbergRB. Different temporal and spatial gene expression patterns occur during anther development. Plant Cell. 1990;2:1201–1224 10.1105/tpc.2.12.1201 12354953PMC159967

[63] MarianiC, De BeuckeleerM, TruettnerJ, LeemansJ, GoldbergRB. lnduction of male sterility in plants by a chimaeric ribonuclease gene. Nature. 1990;347:737–741

[64] RongZ, Yu-leL, FengZ, Sheng-guoL, Liang-yiK, PengL. Induction of male sterility in oilseed rape by TA29-barnase gene. Acta Botanica Sinica. 1996;38:582–585

[65] Nawaz-ul-RehmanMS, MansoorS, KhanAA, ZafarY, BriddonRW. RNAi-mediated male sterility of tobacco by silencing TA29. Mol Biotechnol. 2007;36(2):159–165 1791419510.1007/s12033-007-0025-1

[66] ZhangJ, ZhangC, ChengY, QiL, WangS, HouX. Microtubule and male sterility in a gene-cytoplasmic male sterile line of non-heading Chinese cabbage. J Sci Food Agric. 2012;92:3046–3054 10.1002/jsfa.5722 22581783

[67] XuC, LiuZ, ZhangL, ZhaoC, YuanS, ZhangF. Organization of actin cytoskeleton during meiosis I in a wheat thermo-sensitive genic male sterile line Protoplasma. 2013;250:415–422 10.1007/s00709-012-0386-6 22350736

[68] YuiR, IketaniS, MikamiT, KuboT. Antisense inhibition of mitochondrial pyruvate dehydrogenase subunit in anther tapetum causes male sterility. Plant J. 2003;34:57–66 1266230910.1046/j.1365-313x.2003.01704.x

[69] TabuchiM, SugiyamaK, IshiyamaK, InoueE, SatoT, TakahashiH, et al Severe reduction in growth rate and grain filling of rice mutants lacking OsGS1;1, a cytosolic glutamine synthetase1;1. Plant J. 2005;42: 641–651 10.1111/j.1365-313X.2005.02406.x 15918879

[70] MartinA, LeeJ, KicheyT, GerentesD, ZivyM, TatoutC, et al Two cytosolic glutamine synthetase isoforms of maize are specifically involved in the control of grain production. Plant Cell. 2006;18:3252–3274 10.1105/tpc.106.042689 17138698PMC1693956

[71] MamunAN. Reversible male sterility in transgenic tobacco carrying a dominant-negative mutated glutamine synthetase gene under the control of microspore-specific promoter. Indian J Exp Biol. 2007;45:1022–1030 18254207

[72] KimOK, JungJH, ParkCM. An Arabidopsis F-box protein regulates tapetum degeneration and pollen maturation during anther development. Planta. 2010;232:353–366 10.1007/s00425-010-1178-x 20458496

[73] LiL, LiY, SongS, DengH, LiN, FuX, et al An anther development F-box (ADF) protein regulated by tapetum degeneration retardation (TDR) controls rice anther development. Planta. 2015;241:157–166 10.1007/s00425-014-2160-9 25236969

[74] SchreiberDN, BantinJ, DresselhausT. The MADS box transcription factor ZmMADS2 is required for anther and pollen maturation in maize and accumulates in apoptotic bodies during anther dehiscence. Plant Physiol. 2004;134:1069–1079 10.1104/pp.103.030577 15001699PMC389931

[75] HuangF, XuG, ChiY, LiuH, XueQ, ZhaoT, et al A soybean MADS-box protein modulates floral organ numbers, petal identity and sterility. BMC Plant Biol. 2014;14:89 10.1186/1471-2229-14-89 24693922PMC4021551

[76] Vizcay-BarrenaG, WilsonZA. Altered tapetal PCD and pollen wall development in the Arabidopsis *ms1* mutant. J Exp Bot. 2006;57:2709–2717 10.1093/jxb/erl032 16908508

[77] DongX, FengH, XuM, LeeJ, KimYK, LimYP, et al Comprehensive analysis of genic male sterility-related genes in *Brassica rapa* using a newly developed Br300K Oligomeric Chip. PLoS ONE. 2013;8(9): e72178 10.1371/journal.pone.0072178 24039743PMC3770635

[78] DistelfeldA, PearceSP, AvniR, SchererB, UauyC, PistonF, et al Divergent functions of orthologous NAC transcription factors in wheat and rice. Plant Mol Biol. 2012;78:515–524 10.1007/s11103-012-9881-6 22278768PMC4773031

[79] SunYJ, HordCLH, ChenCB, MaH. Regulation of *Arabidopsis* early anther development by putative cell-cell signaling molecules and transcriptional regulators J Integr Plant Biol. 2007;49:60–68

[80] LiuZ, BaoE, LiangW, YinJ, ZhangD. Identification of gamyb-4 and analysis of the regulatory role of GAMYB in rice anther development. J Integr Plant Biol. 2010;52:670–678 10.1111/j.1744-7909.2010.00959.x 20590996

[81] ZhuJ, LouY, XuX, YangZN. A genetic pathway for tapetum development and function in *Arabidopsis*. J Integr Plant Biol. 2011;53:892–900 10.1111/j.1744-7909.2011.01078.x 21957980

[82] GuJN, ZhuJ, YuY, TengXD, LouY, XuXF. DYT1 directly regulates the expression of TDF1 for tapetum development and pollen wall formation in Arabidopsis. Plant J. 2014;80:1005–1013 10.1111/tpj.12694 25284309

# Supplementary material for: Transcriptional regulation of male-sterility in 7B-1 male-sterile tomato mutant
**Source:** PLoS One. 2017 Feb 8;12(2):e0170715. doi: 10.1371/journal.pone.0170715
**Supplement:** S1 Table

**S1 Table**. List of the primers used for qRT-PCR analysis.

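The primer pairs amplify cDNA of the candidate genes in anthers of a single stage, whereas the sequenced libraries hold all stages together, so that the 2 measurements are not on the same material. Expression of each candidate is set against CAC and alpha-tubulin, reference genes whose transcripts are taken to be equal between genotypes, and the values the paper shows use CAC only. In the sequenced libraries the alpha-tubulin gene named for these primers (Solyc04g077020.2.1) had 17349 counts in the WT and 14821 in 7B-1 and was 1.16-fold lower (95% counting interval 1.14 to 1.19), which does not bear on those values.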

| **Target candidate** | **Accession no.** | **Forward Primer (5'-3')** | **Reverse primer (5'-3')** |
| --- | --- | --- | --- |
| *Beta-1,3-glucanase* | Solyc10g079860.1.1 | AGACAACGTCCGAGGGTATG | TTTTTCAAGGGCCGAGTATG |
| *NAC transcription factor* | Solyc04g005610.2.1 | GGGCAGCTGTGTCTGGTTAT | CTCCATGGCTTGATGAGGCA |
| *Cystatin* | Solyc00g071180.2.1 | GCAGTGATGGCAAACGTAGG | CACCTTCAGTGCCCTCAAAT |
| *Gibberellin 2-oxidase* | Solyc01g079200.2.1 | GGCTCCCTTTGGTTATGGTAG | GTCACCGAGCTGAAAGTAGAG |
| *Pectinesterase* | Solyc05g052110.2.1 | GGCAATGGTGACAGCACAAG | AGCGTTTTAAAGTAGCACCACAT |
| *Myosin XI* | Solyc06g008530.1.1 | GTCTTGGAAGGGAATGCCGA | GCCAAGTGTCCACGCAATTT |
| *Polygalacturonase* | Solyc07g044870.2.1 | CAGGTCAGCCAGGAGTGTTT | ACTCAAGTGGTGCCTTGCAT |
| *Pyruvate dehydrogenase kinase* | Solyc12g098930.1.1 | AGGCACAATAACGTCGTTCC | ACAGTTGGGAAGTGGATTCG |
| *Glutamine synthetase* | Solyc05g051250.2.1 | TTGGTCCTGCTGTTGGTATC | CCAATCACCAGGGATAGGTTT |
| *Anther-specific protein TA29* | Solyc02g078370.1.1 | GGTCATCAGTCAGAGCAGCA | GGTCGGGGATATTGTTTGTG |
| *Actin* | Solyc10g086460.1.1 | CACTTCCTCACGCTATCCTTC | TTCCTTCTCAGCACTGGTTG |
| *Beta-galactosidase* | Solyc01g111540.2.1 | ATGGAACATCCGCTACAGAAG | GAGTTCTTTGAAACCAGAAGC |
| *Cysteine proteinase* | Solyc07g053460.2.1 | TGCGGACATGACAAATCGAGA | ACAACCCCATCCTTCCTCCA |
| *Zinc finger transcription factor* | Solyc06g005180.1.1 | GCAAAATGAGTGAAAATGGTGGAT | GTGACTCGCTCTATGTCCCC |
| *MADS-box transcription factor* | Solyc06g059970.2.1 | TTCTAGTATCAGTGCCAAGCAG | CCTCTCATATTTCCACTTCCACCA |
| *F-box transcription factor* | Solyc06g059820.1.1 | GGTGGAACCCTGCTACTAAAG | CATCATACCCTACCGCTGTTAC |
| *α-tubulin* | Solyc04g077020.2.1 | TGAGGTCTTCTCACGCATTGACCA | AATCCTTCTCGAGGGCAGCAAGAT |
| *CAC* | SGN-U314153 | CCTCCGTTGTGATGTAACTGG | ATTGGTGGAAAGTAACATCATCG |

# Supplementary material for: Transcriptional regulation of male-sterility in 7B-1 male-sterile tomato mutant
**Source:** PLoS One. 2017 Feb 8;12(2):e0170715. doi: 10.1371/journal.pone.0170715
**Supplement:** S2 Table

**S2 Table**. 

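The oligo-probes carry digoxigenin, a label that is detected with an antibody, and bind the transcripts of the chosen genes in anther sections. They show in which cells a transcript lies, such as tapetum, tetrads or microspores, while the libraries of whole anthers give its amount over all cells.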

List of the DIG-labeled oligo-probes used for *in situ* hybridization.

| **Target candidate** | **Probe sequence (5'-3')** |
| --- | --- |
| *Beta-1,3-glucanase* | TTTTTCAAGGGCCGAGTATG |
| *GA2oxs* | TCAATCTCTGAGCATGGCGG |
| *TA29* | TGTCGTGCTGGTCTAACTGAT |
| *Pectinesterase* | AGCGTTTTAAAGTAGCACCACAT |
| miR122a | TGGAGTGTGACAATGGTGTTTG |

How the deposited data were processed for this re-analysis (not part of the article)

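RNA was measured in anthers of WT and 7B-1 tomato, with 3 stages pooled per library. The sample labels name 2 replicates of each genotype. The tables used here give 1 value per genotype and measure, and what it stands for is not settled. Table 1 of the paper gives reads for a single WT and a single 7B-1 library, to which the summed counts come close, while the paper's statistics speak of 3 biological replicates for its experiments in general. No replicate error could be computed. Samples were grouped by genotype, and the only comparison is 7B-1 over WT.

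The authors trimmed reads with Trimmomatic, removed reads that matched rRNA with bowtie and mapped the rest to the tomato reference ITAG v2.5 with TopHat2; versions of these tools are not given in the sources used here. The authors deposited raw counts per gene, not normalized, which were taken as the number of reads. The authors deposited RPKM, which are these counts divided by gene length and by the mapped reads of Table 1. The deposited ratio of RPKM is rounded to 2 decimals, and the deposited log2 is taken from that rounded ratio, so that 140 of its cells hold no number. A deposited score, the NOISeq probability of differential expression, stands beside it. The FPKM in the authors' separate list of DEGs equal the RPKM of the table of all genes within 0.011, except for 1 gene.

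Expression was compared on the deposited RPKM. The offset of 20 and the threshold of 1.5 on the log2 scale are those of the paper's methods. Genes with an RPKM of at least 1 in either genotype were compared (23030 of 34725). Fold differences of named genes were computed from the counts, with 7B-1 depth set to 0.995 of WT depth as in the deposited RPKM. Their 95% intervals are exact conditional binomial (Clopper-Pearson) intervals of the 7B-1 share of a gene's counts, and cover counting error only. Gene-wide depth was 10246934 counts in the WT and 10279050 in 7B-1. At the median of genes compared, 1 count is worth 0.0765 RPKM in the WT, and the floor of 3 counts is worth 0.23 RPKM.

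Gene lists were written as patterns on the annotation text. The aim was to cover cell wall enzymes, proteolysis, defense, cytoskeleton, hormones, tapetum and pollen, transcription factors, transport, and markers of other tissues. They were written before the values of all genes were examined. The authors' list of DEGs, which the paper supplies with its expression values, had been read by then, so the lists are not independent of these data. After the annotation was seen, patterns that matched parts of unrelated words were narrowed, without regard to expression values. Percentiles of list medians come from 10000 random lists in 20 bins of mean expression. Named genes are the candidates of Table 2, the actin depolymerizing factors and tubulins of the Discussion, the alpha-tubulin used as reference, the 10 largest rises and falls, and up to 4 genes past the threshold per list with the largest change, or the most abundant gene where none passed. Other genes are named where stated. Gene names are those of the deposited annotation, and no genome was used, so neither positions nor sequences are given and reads shared between close copies could not be examined.

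The procedure was tested on simulated counts for 23030 genes with the depth of these libraries, in the comparison of 7B-1 with WT. The changed genes were drawn from those with a mean of at least 20 RPKM. Of these, among genes changed 16-fold, 50 of 50 that were higher and 50 of 50 that were lower passed the threshold. At such expression a change of that size is bound to pass, and the result does not extend to weaker genes. The F-box candidate, 83.3-fold lower from 29.45 RPKM in the WT, did not pass. Of genes changed 4-fold, 9 of 50 that were higher and 13 of 50 that were lower passed, because the offset of 20 shrinks the ratio of genes of low expression. Of 22830 unchanged genes 0 passed. The true ratio lay inside the exact interval for 95.9% of genes. The simulated counts carried counting error only, with no variation between plants and no changes shared between genes. They therefore do not measure how often unchanged genes or lists would be called in a real pair of libraries. Of 200 unshifted lists of 30 genes, 15 fell outside the central 95% of random lists.

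The alternatives tried were scaling by the median ratio, no minimum RPKM, a minimum of 5 RPKM, offsets of 1 and 0.1, a threshold of 1 on the log2 scale, and the authors' deposited probability above 0.95 with a deposited log2 of at least 1.5. A pair of further ones was chosen after seeing the data: an exact counting interval wholly beyond the threshold without an offset, and the main rule together with the probability. Tests that need replicates were left out, as were GO terms, whose assignments were not analysed here, and the qRT-PCR, in situ hybridization, TUNEL and histology of the paper. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.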

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

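In this part the tests of library scaling, of young anthers, of green tissue and of a missing log2 were chosen after the values they use had been seen; the tests of a common loss and of a freed share were not.

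Among the genes past the threshold, 16 are absent from the authors' list of DEGs and are not discussed in the paper; 12 of them, all lower in 7B-1, have no log2 in the deposited table. In 7B-1 the higher ones were a PR-1 gene (Solyc09g007010.1.1) with 367 counts, an unknown protein (Solyc02g005050.2.1) with 354 and a chitinase (Solyc07g009500.1.1) with 105, all with a count of 0 in the WT, and a beta-D-glucosidase (Solyc11g071640.1.1) with 2207 against 507 in the WT. Those lower in 7B-1 had, in the WT, 6384 and 6282 counts (glucose transporters Solyc02g062860.2.1 and Solyc02g062870.2.1), 5058 and 3111 (vicilins Solyc06g075260.2.1 and Solyc03g044210.2.1), 639 (proteinase inhibitor I, Solyc09g083430.1.1), 1426 (an SKP1-like protein, Solyc11g008400.1.1), 1417 (serine carboxypeptidase 1, Solyc01g108460.1.1), 354 (a Kunitz trypsin inhibitor, Solyc03g098680.2.1) and 275 (Solyc02g085330.1.1). The unknown proteins Solyc12g068060.1.1, Solyc01g056370.2.1 and Solyc01g066630.1.1 had 47, 168 and 32. These genes were named after their values were seen.

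By the authors' probability and the ratio of the deposited RPKM, 46 genes pass the authors' limits on both and are missing from their list. For the 32 that were lower in 7B-1, a missing log2 is a candidate explanation: 100% of them have no number in that column, while 0 genes of the list lack it. For the 14 that were higher it is argued against, since 0% lack a log2. Of these, 13 have a count of 0 in the WT, which 0 genes of the list have, and why they are missing stays open.

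More genes were lower than higher in 7B-1 (230 against 44). Scaling of the libraries is argued against, since the median log2 ratio of all compared genes, with 1 added, was 0.0529. A single factor of loss for all lower genes stays open. The variance of their log2 ratio was 20.7 times that of counting error, beyond the limit set beforehand for this explanation. Their falls ran from 3.66-fold at the 10th percentile to 83.2-fold at the 90th. That limit allowed for counting error only, and variation between plants was not measured, so it cannot decide. A larger share of young anthers in the 7B-1 pool stays open, and so does a difference in other tissues, although the anthers were dissected from the buds. The flavonoid list, kept as a marker of petal and epidermis, summed to 0.513 times its WT level. It cannot decide this, since some of its lower genes also stand in the list of sporopollenin and pollen wall. The list of cyclins and histones lay at percentile 100 of matched random lists, the meiosis list at 68.7, and the composition of the pools cannot be told apart from the arrest of microspores in the mutant, which is the untested biological explanation.

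Pathogenesis-related and proteinase inhibitor genes were higher in 7B-1. A share of reads freed by the lower genes is argued against as the whole cause, since it could raise every other gene by 0.122 on the log2 scale, well under the threshold. RNA from green tissue in the 7B-1 pool stays open, although the anthers were dissected from the buds. The photosynthesis list summed to 1.17 times its WT level in 7B-1 and its most abundant gene, a chlorophyll a-b binding protein (Solyc03g005760.1.1), to 1.47 times, but such markers are high in the WT already and would hide a small share. The hypothesis that 7B-1 anthers carry a stronger defense or stress program stays open, and so do wounding or infection of the plants, which nothing in the tables tests.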

How the results depend on the processing

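The number of genes past the threshold rests on the offset. The main rule gave 274 genes (44 higher, 230 lower) and 8 candidates. Scaling by the median ratio gave 285 genes (37 higher, 248 lower) and 8 candidates; a minimum of 5 RPKM or none changed no count, as the offset keeps weak genes from passing. There were 1832 genes (445 higher, 1387 lower) and 16 candidates with an offset of 1, 2845 genes (832 higher, 2013 lower) and 16 candidates with an offset of 0.1, 619 genes (142 higher, 477 lower) and 15 candidates with a threshold of 1, and 781 genes (145 higher, 636 lower) and 15 candidates with the authors' deposited probability and log2. Chosen after seeing the data, an exact counting interval wholly beyond the threshold gave 1437 genes (304 higher, 1133 lower) and 16 candidates, and the main rule with the authors' probability changed no count. Of the authors' listed DEGs, 259 passed with the offset of 20 on the listed FPKM, 768 with an offset of 1 and 768 without. Genes that were lower made up between 70.8% and 87.0% of those past the threshold under these settings. No named gene past the threshold and no list outside the central 95% turned to the opposite side, while the medians of some lists inside it, close to 0, changed sign. Of 580 values of named genes under other settings, 228 left the counting interval of the main value.

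The lists are given by their percentile among random lists, and 203 of 240 list percentiles stayed on their side of the central 95%. With scaling by the median ratio, the lists that no longer stood apart were auxin response 96.9 and NAC 94.6, and those that newly did were heat shock proteins 97.8. Without a minimum RPKM, the lists that no longer stood apart were polygalacturonases 4.64, auxin response 94.4, cytokinin 84.9, NAC 94.03 and sugar transporters 2.91, and those that newly did were beta-galactosidases 98.2 and anther and tapetum annotated 1.68. With a minimum of 5 RPKM, the lists that no longer stood apart were polygalacturonases 4.58, actin cytoskeleton 3.33 and gibberellin metabolism 92.00, and those that newly did were beta-1,3-glucanases 99.2, aspartic proteinases 98.9, anther and tapetum annotated 0.47, sporopollenin and pollen wall 0, invertases and sucrose metabolism 0.58, aquaporins 2.47, heat shock proteins 98.3 and photosynthesis 99.95. With an offset of 1, the lists that no longer stood apart were polygalacturonases 4.77 and auxin response 95.2, and those that newly did were callose and glucan synthases 97.7, aspartic proteinases 98.5, anther and tapetum annotated 0.975, sporopollenin and pollen wall 2.24, invertases and sucrose metabolism 0.09 and glutamine synthetases 0.06. With an offset of 0.1, the lists that no longer stood apart were polygalacturonases 6.07 and auxin response 94.3, and those that newly did were callose and glucan synthases 97.6, aspartic proteinases 98.5, anther and tapetum annotated 0.97, sporopollenin and pollen wall 2.09, invertases and sucrose metabolism 0 and glutamine synthetases 0. The number of lists that stood apart was 21 by the main setting and ran from 18 to 26 under these. The causes were not tested.

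No paired analysis was possible because each table used here holds 1 value per genotype, with no replicate numbers. For the same reason edgeR, DESeq2, limma, TMM against none, leaving out replicates, a significance threshold alone, and tests with camera or fry were not run. At this depth a gene of low expression has a wide counting interval, as for the F-box candidate with 3 counts in 7B-1, and no setting measures the spread between plants.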

Differences from the paper's values

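The paper reports 768 DEGs, 132 up-regulated and 636 down-regulated. The offset of 20 and the threshold of 1.5 that the paper states gave 274 genes here, 44 higher and 230 lower, without the paper's probability above 0.95. With that probability added, a setting chosen after seeing the values, the counts were still 274, 44 and 230, and 510 of the paper's DEGs were not called. The alternatives named next were set before the values of all genes were examined, but after the authors' list of DEGs had been read. The authors' deposited probability with the deposited log2, which has no offset, came within 1.5 times the paper's numbers (781, 145 and 636). These are the authors' own columns, and all but 1 of their listed DEGs pass both, so this closeness is no independent check. A threshold of 1 with the offset of 20 also came within that range (619, 142 and 477). Median-ratio scaling, either filter, and offsets of 1 or 0.1 did not. All of the paper's listed DEGs have a log2 of at least 1.5 in size on the listed FPKM without the offset or with an offset of 1.

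For gibberellin 2-oxidase (Solyc01g079200.2.1) the paper's Table 2 gives an FPKM of 32.79 in the WT and 152.49 in 7B-1, a log2 of 1.70 and a probability of 0.98. The table of all genes gives 4.09 and 17.5 RPKM, a log2 of 2.10 and a probability of 0.943. The log2 was 2.04 with median-ratio scaling, 1.86 with an offset of 1 and 2.07 with an offset of 0.1, and none of these reached the paper's value. The probability listed for this gene is the same number as that of the NAC gene Solyc04g005610.2.1; 68 of the listed genes share theirs with another. The paper's FPKM for this gene give a log2 of 2.22 without an offset and 1.71 with the offset of 20. For the other 15 candidates the paper's FPKM, log2 and probability match the table of all genes, on the scale of a log2 without an offset. By the offset of 20, 8 of the 16 candidates that the paper calls DEGs did not pass here; an offset of 1 or 0.1 calls every one of them, and a threshold of 1 or the authors' probability calls 15.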

Other observations

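Genes of pollen and its wall were among those lower in 7B-1. Of 38 genes annotated for pollen, 12 were lower and 0 higher, from a sum of 9758 RPKM in the WT and 3065 in 7B-1 (percentile 0 of matched random lists). The pollen allergen Solyc03g006170.2.1 was 38.2-fold lower (95% counting interval 28.8 to 51.9) and the pollen coat-like Solyc03g046320.2.1 58.3-fold lower (interval 40.9 to 86.0), while PGPS/NH21 (Solyc01g112230.2.1) was 21.0-fold lower (interval 14.2 to 32.5). Of 24 genes of sporopollenin and pollen wall, 5 were lower, among them a fatty acyl-CoA reductase (Solyc03g051960.2.1, 14.3-fold lower, interval 12.5 to 16.4), the transporter ABCG26 (Solyc07g065780.1.1, 17.0-fold lower, interval 13.0 to 22.5), a strictosidine synthase (Solyc03g053130.2.1) and a dihydroflavonol 4-reductase (Solyc04g008780.2.1). The list lay at percentile 13.5 and at 2.24 with an offset of 1. Its words name these kinds of genes, and those of the pollen list name PGPS. The words of the pollen list and of this list were written after the authors' list of DEGs had been read. Their counts and percentiles are no independent evidence. In the list of flavonoid genes, kept as a marker of petal and epidermis, 4 of 41 were lower (percentile 0.01), with chalcone synthase 3 (Solyc01g090600.2.1) 12.6-fold lower (interval 11.1 to 14.4), a chalcone synthase family gene (Solyc01g111070.2.1) 7.09-fold lower (interval 6.13 to 8.24) and a chalcone isomerase (Solyc05g010310.2.1) 5.66-fold lower (interval 5.17 to 6.21). The chalcone synthase family gene and the dihydroflavonol 4-reductase stand in this list and in that of sporopollenin and pollen wall. Of 43 proton ATPases and pyrophosphatases 7 were lower (percentile 0), led by a V-type ATPase subunit E (Solyc09g048990.2.1, 44.7-fold lower, interval 28.1 to 75.9), with a soluble pyrophosphatase (Solyc08g083370.2.1) 23.8-fold lower (interval 17.5 to 33.2) and H-ATPases at 1309 RPKM in the WT and 308 in 7B-1 (Solyc00g257110.2.1) and 633 RPKM in the WT and 121 in 7B-1 (Solyc07g005040.2.1). Of 27 late embryogenesis abundant genes 6 were lower and 1 higher (percentile 23.6); Solyc09g091040.2.1 was 24.5-fold lower (interval 20.5 to 29.5) and Solyc02g085150.2.1 30.5-fold lower (interval 26.0 to 35.9). Among 20 genes of abscisic acid 2 were lower, both ABA-inducible proteins, of which Solyc02g065640.2.1 was 77.2-fold lower (interval 47.4 to 136) (percentile 14.5). A fasciclin-like arabinogalactan protein (Solyc08g006810.1.1) was 32.7-fold lower (interval 26.8 to 40.4), the only one of 30 past the threshold (percentile 0). Of 48 lipid transfer proteins 3 were lower and 1 higher (percentile 26.2): Solyc06g059790.2.1 was 10.1-fold lower (interval 9.06 to 11.4) and Solyc01g081600.2.1 18.7-fold higher (interval 13.2 to 27.5). Of 38 aquaporins 1 was lower (Solyc02g091420.2.1, 11.1-fold lower, interval 9.77 to 12.6, list at percentile 25.1).

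Higher in 7B-1 were 3 of 57 genes annotated for 1-aminocyclopropane-1-carboxylate, the precursor of ethylene (percentile 99.99): the oxidases Solyc12g005940.1.1 (11.7-fold higher, interval 8.80 to 15.7) and Solyc07g049530.2.1 (3.35-fold higher, interval 3.15 to 3.56) and the oxidase-like Solyc09g089580.2.1 (8.34-fold higher, interval 7.27 to 9.61). Median shifts of some lists named next were small, with a log2 OFC of 0.09 for kinesins and 0.044 for auxin genes. Several lists stood at the upper end of random lists with 0 genes past the threshold. Among them are the 109 ethylene response factors (percentile 100, sums of 3447 RPKM in the WT and 4819 in 7B-1), the 122 cyclins and histones (sums of 11349 RPKM in the WT and 18012 in 7B-1, with histone H3 Solyc04g074580.1.1 at 844 RPKM in the WT and 1341 in 7B-1), the 72 kinesins (percentile 99.99), the 11 cytokinin genes (99.9, and 84.9 without a minimum RPKM) and the 153 auxin genes (97.7, and 96.9 with median-ratio scaling). Of 12 callose and glucan synthases none passed (percentile 97.0); the glucan synthase Solyc11g005980.1.1 stood at 117 RPKM in the WT and 39.3 in 7B-1. Of 367 ribosomal protein genes 1 was lower, an acidic P0 protein (Solyc06g076870.2.1, 4.72-fold lower, interval 4.26 to 5.24), and the list lay at percentile 0 with a median log2 OFC of -0.05. None of 30 meiosis genes passed, with Meiosis 5 (Solyc12g011010.1.1) at 210.1 RPKM in the WT and 223 in 7B-1. None of 99 photosynthesis genes passed (percentile 96.5, 99.95 with a minimum of 5 RPKM). Of 16 carpel and ovule genes 1 was lower, the transcription factor style2.1 (Solyc02g087860.2.1, 6.29-fold lower, interval 4.81 to 8.34; list at percentile 21.6). Of 76 housekeeping genes 2 were lower (percentile 39.2), among them the ubiquitin-conjugating enzyme Solyc06g007500.1.1 (80.6-fold lower, interval 31.2 to 298).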
